# Deep sequencing and de novo assembly of the mouse oocyte transcriptome define the contribution of transcription to the DNA methylation landscape

**DOI:** 10.1186/s13059-015-0769-z

**Published:** 2015-09-25

**Authors:** Lenka Veselovska, Sebastien A. Smallwood, Heba Saadeh, Kathleen R. Stewart, Felix Krueger, Stéphanie Maupetit-Méhouas, Philippe Arnaud, Shin-ichi Tomizawa, Simon Andrews, Gavin Kelsey

## Abstract

**Background:**

Previously, a role was demonstrated for transcription in the acquisition of DNA methylation at imprinted control regions in oocytes. Definition of the oocyte DNA methylome by whole genome approaches revealed that the majority of methylated CpG islands are intragenic and gene bodies are hypermethylated. Yet, the mechanisms by which transcription regulates DNA methylation in oocytes remain unclear. Here, we systematically test the link between transcription and the methylome.

**Results:**

We perform deep RNA-Seq and de novo transcriptome assembly at different stages of mouse oogenesis. This reveals thousands of novel non-annotated genes, as well as alternative promoters, for approximately 10 % of reference genes expressed in oocytes. In addition, a large fraction of novel promoters coincide with MaLR and ERVK transposable elements. Integration with our transcriptome assembly reveals that transcription correlates accurately with DNA methylation and accounts for approximately 85–90 % of the methylome. We generate a mouse model in which transcription across the *Zac1/Plagl1* locus is abrogated in oocytes, resulting in failure of DNA methylation establishment at all CpGs of this locus. ChIP analysis in oocytes reveals H3K4me2 enrichment at the *Zac1* imprinted control region when transcription is ablated, establishing a connection between transcription and chromatin remodeling at CpG islands by histone demethylases.

**Conclusions:**

By precisely defining the mouse oocyte transcriptome, this work not only highlights transcription as a cornerstone of DNA methylation establishment in female germ cells, but also provides an important resource for developmental biology research.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0769-z) contains supplementary material, which is available to authorized users.

## Background

The DNA methylome is particularly dynamic during germ cell specification and gametogenesis, relating to the epigenetic reprogramming required to ensure the renewal of totipotency at each generation [1, 2]. DNA methylation (DNAme) is globally erased during migration of primordial germ cells (PGCs) towards the genital ridge, followed by de novo establishment of new methylation landscapes that are different between male and female germlines. In females, DNAme is established after birth, during follicular growth, in oocytes in meiotic arrest. Of particular interest, DNAme occurs at a subset of CpG islands (CGIs) termed imprinted germline differentially methylated regions (igDMRs); this gamete-derived methylation is maintained allele-specifically after fertilisation and acts as the basis for regulating genomic imprinting and its hundred mono-allelically expressed genes [3]. The recent development of methods combining bisulfite conversion as a means to determine methylation levels and high-throughput sequencing for low amounts of starting material have allowed the detailed profiling of the DNAme landscapes of germ cells and pre-implantation embryos [4–7]. Notably, these studies have revealed that whilst many CGIs are methylated in oocytes, most are not related directly to genomic imprinting but, nevertheless, a significant amount of oocyte-derived DNAme is present in embryonic day (E)3.5 pre-implantation blastocysts [5, 8, 9]. Yet, aside from this descriptive information, the mechanisms by which DNAme is established and regulated in oocytes, and its biological function aside from genomic imprinting, are still largely unclear.

Acquisition of DNAme at a genomic locus is likely to require integration of a combination of several factors, such as DNA sequence, specific *trans*-acting factors, and cross-talk between histone modifications and DNA methyltransferases (DNMTs) [2, 10]. Focusing on the *Gnas* imprinted locus, we established a functional link between transcription across an igDMR from an upstream transcription start site (TSS) and establishment of DNAme during oogenesis [11]. Similar results were subsequently obtained by others, as well as for the *Snrpn* imprinted locus [12, 13]. In addition, by performing reduced representation bisulfite sequencing (RRBS) in mature oocytes, we found that methylated CGIs are preferentially located within transcription units, highlighting a potential global role for transcription in determining the DNAme landscape of female germ cells [5]. This conclusion later received support when the first whole genome DNA methylome of these cells was reported, with evidence that gene bodies were enriched in DNAme [4]. The mechanistic role for transcription in DNAme establishment is likely (at least in part) to be a consequence of how the targeting of DNMT3A, and its co-factor DNMT3L, is regulated by histone post-translational modifications. Indeed, while histone 3 lysine 4 (H3K4) methylation has been shown to inhibit interaction of DNMT3A and DNMT3L with nucleosomes, H3K36me3 (a transcription elongation mark) enhances DNMT3A activity [14, 15]. These properties of the de novo methylation complex suggest that transcription could account for the majority of the oocyte methylome. Yet to what extent transcription controls DNAme establishment is undetermined and represents an unresolved question towards a full understanding of epigenetic reprogramming during development.

Regulation of transcription in oocytes is unique because of the distinctive nature and biological roles of these cells. They are highly transcriptionally active prior to and during the establishment of DNAme — with abundant accumulation of transcripts — and transcriptionally silent when mature. These transcripts serve not only to control oogenesis but also as a “maternal pool” for the regulation of pre-implantation development until zygotic and mid-preimplantation embryonic gene activation [16]. While our knowledge of the mouse oocyte transcriptome has greatly improved in recent years due to the development of RNA sequencing (RNA-Seq) for low amounts of input [4, 5, 16–18], such studies are limited because they relied on the annotated reference genome as a basis for their analysis, leading de facto to a loss of potentially critical information. Indeed, we have, for example, revealed that expression of imprinted genes in oocytes can be controlled by non-annotated oocyte-specific TSSs, and multiple studies in pluripotent and somatic cells have revealed the existence of non-coding RNAs (ncRNAs) which are not indexed in reference annotations [11, 19]. Therefore, to properly evaluate the contribution that transcription makes to patterning the oocyte methylome, a comprehensive description of the oocyte transcriptome and promoter use is required.

In this study, we set out to define precisely the correlation between transcription and the DNAme landscape in the following integrated approach. We sought to generate a high-quality transcriptome annotation by deep RNA-Seq of oocytes during follicular growth at the time of active de novo DNAme, with a particular focus on the identification and characterization of novel genes and TSSs; this analysis revealed a key role for transposable element (TE) expression in determining oocyte-specific transcription events. From nucleotide-resolution maps, we analysed the distribution of DNAme in the oocyte, and determined that the genome is partitioned into large-scale hypermethylated and hypomethylated domains, a distinctive feature of the oocyte methylome. By integrating these datasets, we assessed the coincidence of transcription units with hypermethylated domains. By this analysis, transcription accounts for up to 90 % of the methylome, but there are also exceptions to a simple, transcription-dependent model. Finally, we functionally demonstrated the requirement of transcription in establishing DNAme at all CpGs of a locus using transgenic mice.

## Results and discussion

### Our deep RNA sequencing approach outclasses previously published datasets

Several limitations were present in the datasets published by us and others prior to and during the course of this project, irrespective of their overall low sequencing depth [4, 5, 16–18, 20, 21]. First, apart from one study [16], only the poly-adenylated (poly(A))-enriched fraction was sequenced, while much evidence demonstrates the existence of long non-poly(A) transcripts transcribed by RNA polymerase II in mammalian cells [22]. Second, these data were mostly not strand-specific (i.e., there was no information on transcription orientation), hence limiting the accurate identification of alternative TSSs, for example. Finally, the datasets were generated from transcriptionally silent fully grown germinal vesicle and metaphase II oocytes, after DNAme establishment, and therefore potentially lacked transcripts expressed during early oocyte growth but degraded before the completion of oocyte development.

To circumvent these limitations, we generated strand-specific RNA-Seq libraries using ribosomal RNA depletion on oocytes isolated at different stages of follicular growth (i.e., non-growing oocytes (NGOs); growing oocytes (GOs; GO1 for mice aged 8–14 days post-partum (dpp), GO2 for mice aged 15 dpp); fully grown oocytes (FGOs)) (Table 1; Fig. 1a). 

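RNA of NGOs, GO1, GO2 and FGOs was sequenced as 1 library per stage, from 1545, 1990, 1510 and 832 oocytes, respectively (Table 1). Without a second library of any stage there was no replicate check of the values, and no p values were computed across genes. The NGO and FGO libraries were made with the dUTP protocol and the GO1 and GO2 libraries with the ScriptSeq kit, so stage and protocol cannot be separated across these pairs, and changes were measured from NGOs to FGOs and from GO1 to GO2. The authors deposited 1 value per library for each of 25587 genes of a reference annotation, as RPKM (reads per kilobase of exon, scaled to a total for the library that the paper's text does not define) on a linear scale, after mapping to GRCm38 with TopHat. The paper's text does not name the program, the gene annotation or the strand setting behind these values, so reads of overlapping antisense genes and of close paralogs could not be told apart. Expression of genes found only by the oocyte assembly was not analysed here. For genes with 1 exon in GENCODE, RPKM times length was a whole multiple of a fixed step in at least 99.4 % of the values above 0 in each library, and this step gave the total by which each library had been divided. With these totals, an exon length that made the counts whole in all 4 libraries was found for 21018 of the 21023 genes with a value above 0, and the counts of the other 5 genes were rounded from their GENCODE exon length. The counts recovered in this way added up to 62485626 in NGOs, 72839648 in GO1, 134697206 in GO2 and 69736517 in FGOs. At the floor of 3 counts, a gene with 1 kbp of exons has an RPKM of 0.0271 in NGOs, 0.0237 in GO1, 0.0124 in GO2 and 0.0251 in FGOs. Intervals are 95 % Poisson intervals for the counts of single genes and Wilson intervals for shares. They cover no more than counting error, because reads without molecular identifiers are not independent molecules. The library totals also exceed the uniquely mapped reads that the paper gives, so 1 read may enter as more than 1 count. The intervals may then be too narrow, and 3 counts may be fewer than 3 reads. Unless stated otherwise, changes between libraries are log2 ratios of counts, scaled by a trimmed mean of log ratios, with a prior count of 1. These changes compare shares of a library, and RNA per oocyte was not measured.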

Libraries were sequenced with 100 base pair (bp) paired-end reads, with a total number of reads generated of ~280 million, of which ~190 million were concordant paired-end reads. This resulted in a total of 129.7 Mbp covered by at least five unique reads, 80.7 Mbp of which were located outside the reference genome annotation (merging of Ensembl, University of California, Santa Cruz (UCSC) and RefSeq non-redundant transcripts isoforms). This represented an increase of 203.5 % over all the previously published datasets merged together (63.7 Mbp, 74.0 Mbp outside reference) (Fig. 1b; Figure S1a in Additional file 1). In addition, we reliably identified (covered by at least five unique reads) 283,171 splice junctions/exon boundaries matching the reference annotation and 74,037 novel ones, representing again a significant increase over the published datasets (258,033 and 33,782, respectively) (Fig. 1c; Figure S1a in Additional file 1).

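The totals behind the deposited RPKM values were 110595000 in NGOs, 126797000 in GO1, 241386000 in GO2 and 119629000 in FGOs, which is 3.55, 2.97, 2.94 and 3.41 times the uniquely mapped reads that Table 1 of the paper gives for these libraries. Reference genes held 56.5 % of the total in NGOs, 57.4 % in GO1, 55.8 % in GO2 and 58.3 % in FGOs. Their recovered counts alone exceed the uniquely mapped reads of Table 1 in every library. RPKM values given with library sizes from Table 1 are therefore the deposited values multiplied by 3.55, 2.97, 2.94 and 3.41. They are an inflated unit and not a true scaling to the reads counted. Among the counts on reference genes, the 10 genes with the most counts took 13.7 % in NGOs (Wilson 95 % interval 13.71 to 13.73 %), 10.4 % in GO1 (10.41 to 10.43 %), 10.4 % in GO2 (10.40 to 10.41 %) and 12.4 % in FGOs (12.42 to 12.44 %). The alternative that left out mitochondrial, ribosomal and other structural RNA genes moved these shares most in GO1, to 10.6 %. The gene with the most counts in each library was Hexdc (chromosome 11 from 121204433 to 121222655). It took 5.18 % of the counts in NGOs, 3.24 % in GO1, 3.50 % in GO2 and 5.68 % in FGOs. Mitochondrial genes took 0.36 % of the counts in NGOs, 0.834 % in GO1, 0.373 % in GO2 and 0.107 % in FGOs.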

**Table 1:** RNA-Seq samples and sequencing characteristics

Sample ID	Type	Age of mice (dpp)	Oocyte size	Number of oocytes	Raw sequencing reads	Uniquely mapped reads
NGO	Non-growing oocytes	5	10–40 μm	1545	44,111,934	31,173,658
GO1	Growing oocytes	8–14	25–70 μm	1990	67,882,721	42,709,253
GO2	Growing oocytes	15	50–70 μm	1510	118,463,451	82,037,819
FGO	Fully grown oocytes	20	>70 μm	832	47,855,997	35,107,487
			Total	5877	278,314,103	191,028,217

**Fig. 1:**
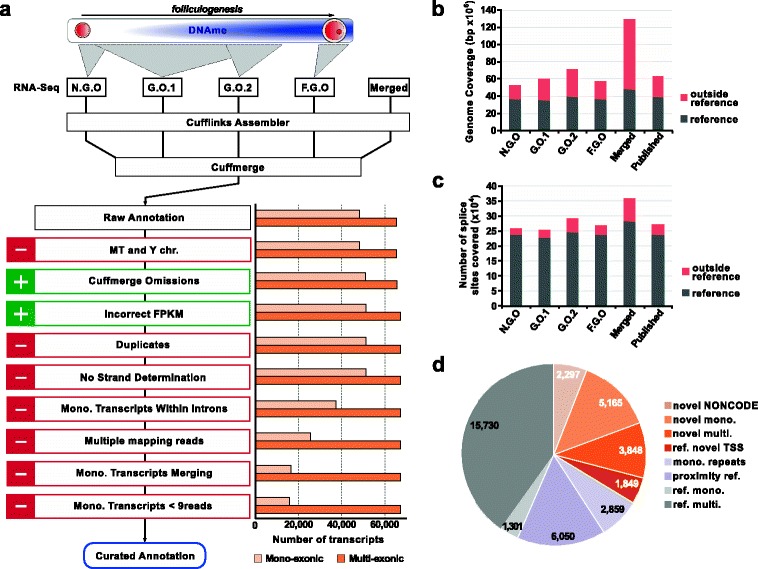
Oocyte transcriptome assembly. **a** Overview of the strategy used for the oocyte transcriptome assembly, with the different oocyte stages sequenced in relation to DNAme establishment (*top*), the curations made to the raw Cufflinks annotation (*bottom left*) and the corresponding changes in transcript numbers (*bottom right*). **b** Fraction of the genome covered by at least five non-redundant reads in our datasets, our merged datasets (*Merged*) and the merged published oocyte RNA-Seq datasets (*Published*; Table S2 in Additional file 2). **c** Number of reference splice sites covered by at least five non-redundant reads in our datasets, our merged datasets (*Merged*) and the merged published oocyte RNA-Seq datasets (*Published*). **d** Composition of the oocyte transcriptome: *novel NONCODE* corresponding to non-reference transcripts present in the NONCODEv4 database (±5 kbp); *ref. novel TSS* corresponding to reference transcripts for which an upstream TSS active in oocytes has been identified; *mono. repeats* corresponding to mono-exonic transcripts matching expressed TEs; *proximity ref.* corresponding to transcripts within 1 kbp or 5 kbp of reference genes for multi-exonic and mono-exonic transcripts, respectively. *FPKM* fragments per kilobase of transcript per million mapped reads

### Definition of the mouse oocyte transcriptome

To generate our oocyte reference annotation, we used Cufflinks, a genome-guided transcriptome assembler, using a combination of strategies [23, 24]. We performed Cufflinks on all datasets individually or merged, in default genome-guided mode or in reference annotation-based transcript (RABT) mode [25]; this combination of strategies was used because it was found that the different options tested gave different results, necessitating a composite approach for accurate assembly. Non-transcribed reference annotated transcripts included in the RABT mode (53–64 % total transcripts) were removed based on their expression values (Figure S1b in Additional file 1). All different assembly annotations were then merged into a single oocyte transcriptome annotation using the program Cuffmerge (Fig. 1a). It is known that Cufflinks can generate artefacts [26], and the raw oocyte annotation had to be curated step-by-step to remove new transcripts for which true biological identity was contentious (Fig. 1a; Figure S1c in Additional file 1; “Materials and methods”).

The final oocyte transcriptome annotation consists of 82,939 transcripts forming 39,099 expressed genes (14,995 mono-exonic and 24,104 multi-exonic), where a gene is a transcription unit that may comprise multiple transcript isoforms. 

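Of the 25587 reference genes listed with the RNA-Seq values, 18926 (74.0 %) had at least 3 counts in 1 or more of the 4 libraries. The number with at least 3 counts was 16550 in NGOs, 16897 in GO1, 18087 in GO2 and 16703 in FGOs. The depth of GO2 accounts for part of its larger number: with the counts of every library thinned at random to the NGO total, 16685 genes reached 3 counts in GO1, 17013 in GO2 and 16553 in FGOs. The choice that moved the numbers most was a minimum of 10 counts, which left 14881 genes in NGOs and 16230 in GO2. At least 3 counts were found in all 4 libraries for 15250 genes, which is 80.6 % of the genes found in any of them. A further 1311 genes reached 3 counts in 1 library alone, of which 307 were in NGOs, 127 in GO1, 695 in GO2 and 182 in FGOs. Of 19110 genes that GENCODE lists as protein coding, 15061 (78.8 %) had 3 counts in a library.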

Out of these, 20,428 genes (52.3 %), representing 6877 multi- and 13,551 mono-exonic genes, were only found in our oocyte annotation, the rest corresponding to known or novel isoforms of transcripts present in the reference annotation (Fig. 1d; Figure S1d in Additional file 1; Table S1 in Additional file 2). However, some of these novel transcripts may still correspond to known ncRNAs not present in the reference, as well as incomplete annotations of extended known transcripts. Therefore, for higher confidence in the identification of genuinely novel genes, we excluded all genes overlapping or in close proximity, on the same strand, to reference genes or known ncRNAs from the NONCODEv4 database (±1 kbp and ±5 kbp for multi- and mono-exonic genes, respectively) [27]. Furthermore, mono-exonic genes representing expressed independent repetitive elements annotated in RepeatMasker were excluded. This strategy resulted in the higher confidence identification of 3848 novel multi-exonic genes and 5165 novel mono-exonic genes (23.1 % of total; 13,809 transcripts; Fig. 1d). It should be noted that using these empirical criteria could have led to the removal of true biological transcripts, and some artefacts may remain in our final annotation. We have tested multiple parameters of analysis, and we believe the approach presented here was the most stringent possible and is fully adequate for the characterization and analysis performed below.

### A fraction of novel oocyte transcripts are potentially coding

To validate our experimental approach, we examined how many novel oocyte transcripts defined by our transcriptome assembly could retrospectively be identified using the previously published oocyte datasets. We observed that 94.3 % of novel multi-exonic and 55.1 % of novel mono-exonic genes are detected in these datasets merged together (FPKM (fragments per kilobase of transcript per million mapped reads) > 0.008, defined using the same approach as in Figure S1b in Additional file 1), and logically the overlap is greater for more highly expressed genes (Figure S2a in Additional file 1). We also validated by RT-PCR a random selection of novel genes (14) with a 100 % success rate for both multi- and mono-exonic genes (Figure S2b in Additional file 1).

While novel genes represent 23.1 % of all expressed genes in our oocyte transcriptome, they are, on average, shorter than reference genes (median of 2.5 kbp and 19.1 kbp, respectively) and represent only 7.6 % of the genomic fraction occupied by all expressed genes. In addition, the expression level of reference genes is substantially higher than that of novel genes (median FPKM of 2.65 and 0.19, respectively, from GO2 oocytes; Fig. 2a).

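Over all 25587 listed reference genes, the median RPKM in GO2 was 0.166 (95 % interval of the median across genes 0.150 to 0.182), with quartiles of 0.0022 and 3.60. An RPKM above 1 was reached by 37.4 % of these genes, and 22.9 % were listed at 0. The median depends on which genes are included: over the genes with at least 3 counts in GO2 it was 1.29, the largest shift among the alternatives set beforehand that keep the RPKM unit. Dividing by the uniquely mapped reads of Table 1 in place of the deposited total gave a median of 0.488 over all listed genes. The recovered counts exceed those reads, so this value is in an inflated unit. In the other libraries the median over all listed genes was 0.153 in NGOs, 0.143 in GO1 and 0.173 in FGOs. Genes are not independent replicates, so the interval describes the list of genes and not the variation between oocyte samples.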

**Fig. 2:**
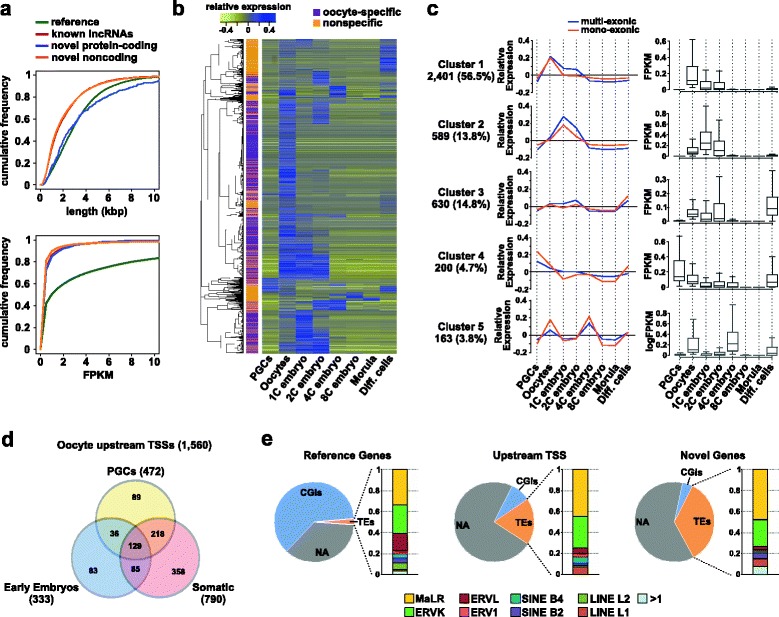
Characteristics of the novel oocyte genes identified. **a** Cumulative distributions of length and FPKM values of oocyte transcripts matching the reference annotation, known long ncRNAs (*lncRNAs*), and novel transcripts with and without protein-coding potential. **b** Hierarchical clustering of novel oocyte genes according to their relative expression (mean centred, log transformed FPKM, merged datasets) in oocytes versus PGCs, pre-implantation embryos, embryonic stemm cells, mouse embryonic fibroblasts and adult somatic tissues (*Diff. cells*) (see Table S2 in Additional file 2 for the full list of datasets). **c** Relative (*left*) and absolute (*right*) expression levels of novel oocyte genes in the largest clusters identified. The number of genes and corresponding percentages are indicated under each cluster. Expression values are log transformed FPKM. **d** Pie charts representing the proportion of TSSs overlapping CGIs, TEs or neither (*NA*) for reference genes, novel upstream TSSs of reference genes and novel genes. For each category, the proportion of each TE family is displayed as a bar graph. **e** Venn diagram representing the numbers of upstream TSSs of reference genes identified in our transcriptome assembly, in PGCs, early embryos and somatic tissues

It is legitimate to assess what proportion of the novel oocyte genes is likely to have biological function. Therefore, we tested the potential of novel transcripts to encode proteins through the use of the specialised programs Coding Potential Calculator (CPC) and Coding-Non-Coding Index (CNCI) [28, 29]. CPC identified 841 mono- and 834 multi-exonic genes (18.6 % of all novel genes) and CNCI 100 mono- and 188 multi-exonic genes (3.2 %) as having coding potential. Even if predictions based on such bioinformatic tools must be considered with care (the overlap between CPC and CNCI is small — 171 genes), this suggests that we have identified a substantial number of ncRNAs. Interestingly, novel genes that appear to be oocyte-specific as they are not detected beyond the four-cell stage (~56 %; see below and Fig. 2b, c) are more likely to be non-coding than the novel genes detected in other developmental stages or in somatic tissues (49 versus 122 genes with coding potential based on both CPC and CNCI, respectively). Focusing on the protein domains of these coding-potential genes using blastx tool hits to the Uniprot database [30], we observed that at least nine novel genes possess known protein domains. Of interest, these include the Hop1p, Rev7p, and MAD2 (HORMA) domain, a chromatin-binding domain found in proteins regulating meiotic chromosome behaviour and DNA repair during meiosis. Interestingly, known proteins with HORMA domains have been demonstrated to play key roles in oogenesis [31].

### Identification of novel oocyte transcripts specifically expressed in female germ cells

If transcription patterns the DNA methylome of the oocyte, it is interesting to assess how many such transcription events are unique to the oocyte. To determine the fraction of novel transcripts that are specifically expressed in oocytes, we investigated their expression profiles in PGCs, throughout pre-implantation embryonic development (zygote to morula), in embryonic stem cells (ESCs) and various somatic tissues using relevant publicly available datasets (Table S2 in Additional file 2). Since most of these datasets are not strand-specific, we only analysed novel transcripts that do not overlap with others (2221 multi-exonic and 3210 mono-exonic genes). We performed hierarchical clustering analysis for novel genes expressed in at least one developmental stage (FPKM ≥ 0.1; 2075 multi-exonic and 2188 mono-exonic genes; Fig. 2b, c; Figure S2c in Additional file 1) and we observed that ~56 % of novel genes were classified as potentially oocyte-specific (54.1 % of multi- and 58.1 % of mono-exonic genes; principally clusters 1 and 2; Fig. 2c) based on their expression being detected in oocytes and up to four-cell embryos only, in accordance with a recent study examining timing of degradation of maternally provided transcripts after fertilisation [16] (Fig. 2b, c). Focusing on the PGC:oocyte transition, we determined that only 13.2 % of novel genes appear to be expressed already in PGCs (principally cluster 4), suggesting a profound remodelling of the transcriptome during specification of oocytes. However, it should be noted that inaccuracies could potentially arise from comparing datasets generated by different methods, and we cannot exclude at this stage that some of the novel oocyte genes are expressed at low levels at other developmental stages but are not detected in the respective datasets analysed.

### Characterization of novel transcription start sites reveals the contribution of transposable elements to the oocyte transcriptome

Previous results from our laboratory highlighted, in the context of genomic imprinting, the existence of alternative TSSs in oocytes non-annotated in the genome reference [11]. To investigate this genome-wide, we focused on genes for which TSSs are located in separate novel exons and outside reference TSS-associated CGIs. Using these criteria, we identified new upstream promoters active in oocytes for 1849 multi-exonic reference genes (10.8 % total expressed; Fig. 1d). Of note, the median distance between the reference and novel TSS was 5.3 kbp. Similar to novel genes, 79.9 % of these novel TSSs can be retrospectively classified as expressed/active in published oocyte datasets, and RT-PCR assays confirmed the expression of nine out of twelve randomly selected novel TSSs (this incomplete success could be attributed to limitation in primer design and sensitivity of detection in material of limiting availability; Figure S3a, b in Additional file 1). Interestingly, novel upstream TSSs of reference genes are less often located within CGIs compared with reference-annotated TSSs (8.7 % versus 49.4 %, respectively). This is similar to all novel transcripts identified in our oocyte annotation, with only 4.6 % (410) having a CGI-associated TSS (62 % for CGI-associated TSSs of reference genes expressed in the oocytes) (Fig. 2d).

By measuring the activity of the novel upstream TSSs of reference genes in other developmental stages, we found that 35.7 % appear to be oocyte-specific, as they were not detected in PGCs, eight-cell embryos, morula or any of the other cell types examined (1560 analysed genes with TSSs not overlapping with other genes) (Fig. 2e; Figure S3f in Additional file 1). Importantly, only 30.3 % of all novel upstream TSSs were detected in PGCs, highlighting again the substantial remodelling of the transcriptome associated with oocyte specification. Classifying genes based on their expression from upstream or reference TSSs shows that the most common pattern is that the gene is expressed from the upstream TSS in oocytes, but from the reference TSS in PGCs, embryos and differentiated cells (Figure S3f in Additional file 1).

Next, we aimed to identify common features for the novel TSSs active in oocytes (novel transcripts plus alternative TSSs of reference genes). A particularity of oocytes is the high transcriptional activity of TEs, and it was reported that TEs could act as promoters for a limited number of transcripts in mouse oocytes and ESCs [17, 32, 33]. To investigate this further, we first quantified the expression of TEs in our oocyte datasets. This revealed that the ERVK and especially MaLR families from the long terminal repeat class are highly expressed, in accordance with previous observations [33, 34] (Figure S3c in Additional file 1). Importantly, we found that TE-associated TSSs are found in 34.6 % (3121) of novel genes, and in 20.4 % (377) of novel upstream TSSs of reference genes; this is significantly higher than for annotated TSSs of expressed reference genes (478; 2.5 %). However, and of particular interest, only MaLR and ERVK elements act as TSSs more often than expected by chance based on occupancy of intergenic regions by individual TE families, with 282 novel upstream TSSs of reference genes and 2607 TSSs of novel genes coinciding with these TEs (Fig. 2d; Figure S2d in Additional file 1). Of note, the expression of novel genes with MaLR- and ERVK-associated TSSs (median FPKM values 0.259 and 0.325, respectively) is higher than novel genes with TSSs in unique sequences (median FPKM value 0.168, GO2 dataset) (Figure S3e in Additional file 1). In addition, ERVK and MaLR elements associated with promoters of novel genes are hypomethylated (18.3 % and 8.7 %, respectively) compared with the genome average (36.8 % and 33.4 %, respectively) and intergenic regions (28.0 % and 17.1 %, respectively).

### The oocyte DNA methylome is composed of large-scale hypermethylated and hypomethylated domains

Previous studies based on whole-genome bisulfite sequencing revealed that the global DNAme level in fully grown germinal vesicle oocytes is approximately 40 % [4, 35], with a strongly bimodal distribution of methylation of CpGs, in contrast to what is observed in sperm, ESCs and typical somatic tissues. By examining in detail the oocyte DNA methylome, we observed that methylated and unmethylated CpGs are not distributed randomly throughout the genome. Instead, analysis of DNAme levels of consecutive 1 kbp genomic windows revealed that methylated CpGs tend to cluster together, such that the DNA methylome is composed of large-scale hypermethylated domains (HyperD) and hypomethylated domains (HypoD) (Fig. 3a, b).

**Fig. 3:**
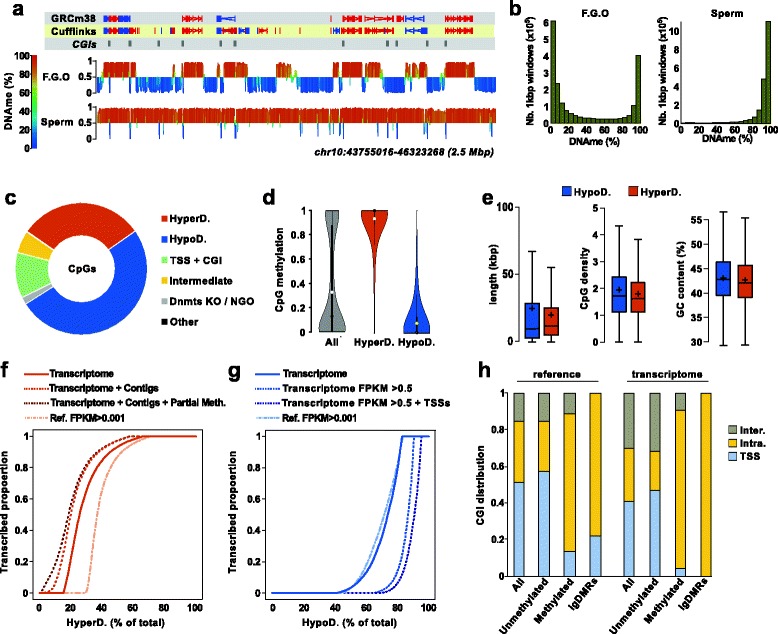
Oocyte methylome and correlation with transcriptome. **a** Visualization of the DNAme landscapes of FGOs and sperm using 2-kbp running genomic windows with a 1-kbp step. Quantification is absolute percentage of DNAme, with the x-axis set at 50 % methylation. **b** Distribution of 1-kbp genomic windows in FGOs and sperm according to their percentage of DNAme. **c** Distribution of genomic CpGs according to the following features: HyperDs and HypoDs, TSSs and CGIs, regions with intermediate methylation (25–75 %), regions with >50 % DNAme in DNMT knock-outs (*Dnmts KO*) and NGOs, and none of the above (*Other*). **d** Violin plot representation of DNAme of CpGs in FGOs in the entire genome (*All*) and in HyperDs and HypoDs (*open circles* represent the mean, *dark circles* the median, and *black line* the 1.5 × interquartile range). **e** Boxplot representation of the distribution of length, CpG density and GC content within HyperDs and HypoDs (*lines* represent the median and *crosses* the mean). **f** HyperDs ordered according to their increasing overlap with transcription in oocytes, based on the expressed reference genes (*Ref. FPKM > 0.001*), our transcriptome assembly, our assembly combined with read contigs, our assembly/contig combined with transcribed regions of partial DNAme (>25 %) in DNMT KOs and NGOs. **g** HypoDs ordered according to their increasing overlap with transcription in oocytes, based on the expressed reference genes (*Ref. FPKM > 0.001*), our transcriptome assembly, our assembly excluding genes with FPKM ≤ 0.5 alone or including also alternative TSSs. **h** Genomic location of CGIs and igDMRs in relation to expressed genes in the reference annotation and our oocyte transcriptome assembly

To assess the extent of the DNA methylome that depends on transcription, we defined HyperDs and HypoDs bioinformatically. For this, as described in detail in the “Materials and methods” section, we determined the methylation level of genomic intervals corresponding to 50 consecutive CpGs (median size of 5.4 kbp), with overlapping steps of ten consecutive CpGs. We then merged consecutive windows with similar methylation levels, using cutoffs of 75–100 % and 0–25 % for HyperDs and HypoDs, respectively. For better correlation between transcription and DNAme (see below), we excluded from the domain definitions genomic regions corresponding to promoters and CGIs, as these features are likely to be unmethylated and would split one HyperD into several HyperDs but still potentially associated with one transcriptional unit (the correlation between transcription and CGI methylation is investigated separately below). We also excluded regions with 50 % or higher methylation in DNMT3A- or DNMT3L-deficient oocytes or early NGOs, as it was not possible to conclude how much of the ultimate DNAme in these regions could be a result of de novo events (Figure S4a, b in Additional file 1). Of note, all the analyses listed below were also performed using domains defined with genomic windows of ten consecutive CpGs with five consecutive CpG steps (median size 940 bp); the results being essentially the same, we describe results only for the former (50/10) conditions for clarity.

Our experimental approach resulted in the definition of 21,044 HyperDs and 25,165 HypoDs (46,209 domains in total; Additional file 4). Importantly, the majority of genomic CpGs are represented within HyperDs and HypoDs with 30.7 % and 50.7 % total CpGs, respectively, the remaining corresponding principally to promoters and CGIs (11.2 %) and regions with intermediate levels of methylation in FGOs (5.5 % total CpGs, 25–75 % methylation level) (Fig. 3c). As expected, 90.0 % of CpGs in HyperDs are methylated (≥75 % DNAme, average methylation 91.4 %) and 89.3 % of CpGs in HypoDs are unmethylated (≤25 % DNAme, average methylation 8.3 %), validating the accuracy of our approach and the concept of large-scale domains (Fig. 3d). HyperDs appeared smaller with an average size of 35.9 kbp (median 20.9 kbp) compared with 59.2 kbp (median 24.9 kbp) for HypoDs, reflecting the overall genome methylation (40 %) (Fig. 3e). Of note, the average CpG density was similar for HyperDs and HypoDs (1.8 and 1.7, respectively; Fig. 3e).

### Hypermethylated domains overlap with active transcription units

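To set the expressed reference genes against the domains, the part of the paper's list of HyperDs and HypoDs (Additional file 4) that covers the start of chromosome 1 was used, from base 3000827 to base 55086243 of GRCm38. The rest of the list was not used here. Parts of a domain with the same parent domain were joined, which gave 430 HyperDs with a mean length of 36.3 kbp (median 22.0 kbp) and 526 HypoDs with a mean length of 54.1 kbp (median 28.4 kbp). Of 275 reference genes that overlap this region, the 237 with at least 3 counts in a library were taken as expressed, over their whole span from first to last base. These spans cover 34.8 % of the region. Overlap at random was estimated by moving all domains together round the region by 1000 random steps, which keeps their sizes and spacing. Small steps were not excluded, so the most extreme shifts can lie close to the real placement.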

In order to test the strength of the association between transcription and DNAme, we quantified the proportion of each domain overlapped by transcription events. Based on our oocyte transcriptome annotation, 74.3 % of HyperDs are overlapped by transcripts for at least 50 % of their length (63.2 % for 80 % of their length; Fig. 3f). 

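With the expressed reference genes in place of the oocyte annotation, 230 of the 430 HyperDs (53.5 %, Wilson 95 % interval 48.8 to 58.2 %) were overlapped for at least 50 % of their length, and 212 (49.3 %) for at least 80 %. The paper also plots expressed reference genes for all its HyperDs, where about 64 % was read off the figure at 50 % of the length. The gene list, cutoff and region differ from those used here, so the gap to the oocyte annotation does not measure its gain alone. After the random shifts a mean of 34.9 % of HyperDs were overlapped for at least 50 % (central 95 % of shifts 30.2 to 41.4 %). Of the 1000 shifts 1 reached the observed number, which can come from a step that hardly moved the domains. The choice of genes moved the share most: with only the 151 genes above an RPKM of 0.5 in GO2, 34.7 % of HyperDs were overlapped. The transcripts of the authors' assembly (Additional file 5) could be compared over the 96 HyperDs that end before base 13139105. There the assembly overlapped 69 HyperDs (71.9 %, interval 62.2 to 79.9 %) and the reference genes 52 (54.2 %, interval 44.2 to 63.8 %). The assembly overlapped 21 HyperDs that the reference genes did not, and the reference genes 4 that the assembly did not.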

Since our oocyte transcriptome assembly was very stringent and the Cufflinks assembly could have missed some transcripts, we also defined transcribed units as regions with a minimum of three overlapping reads in at least one of our oocyte RNA-Seq datasets. Based on this, we found that 79.8 % of HyperDs are associated with transcription events (>50 % of the domain overlapped by a transcription unit; Fig. 3f). When considering the total length of all HyperDs together, 88.8 % overlaps with transcription units. 

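Expressed reference genes overlapped 63.5 % of the summed length of the HyperDs on the listed part of chromosome 1. The mean over the random shifts was 34.9 %, and the largest value among them was 63.4 %.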

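Split by size, 63 of 90 HyperDs longer than 50 kbp (70.0 %, interval 59.9 to 78.5 %) were overlapped by expressed reference genes for at least 50 % of their length. For HyperDs shorter than 10 kbp the number was 33 of 76 (43.4 %, interval 32.9 to 54.6 %), and for those between these sizes it was 134 of 264 (50.8 %, interval 44.8 to 56.7 %). In HypoDs the order was the opposite, with 33 of 179 (18.4 %) overlapped among the longest class and 49 of 111 (44.1 %) among the shortest. The intervals of HyperDs and HypoDs shorter than 10 kbp overlap.

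**Figure D1:**
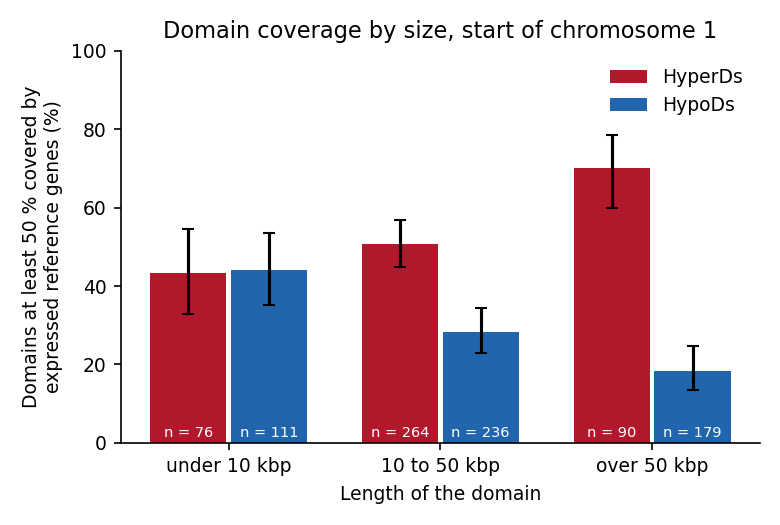
Percentage of HyperDs (red) and HypoDs (blue) overlapped for at least 50 % of their length by expressed reference genes, by length of the domain, with Wilson 95 % intervals and the number of domains in each bar. The share of HyperDs rises from 43.4 to 70.0 % with length, and that of HypoDs falls from 44.1 to 18.4 %.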

Logically the correlation with transcription is dependent on the size of the HyperD, but interestingly the overlap with transcription units is higher for large domains (91.1 % of HyperDs >50 kbp are overlapped by transcription units for >50 % of the domain, which is 20.9 % of all HyperDs) compared with small domains (71.9 % of HyperDs <10 kbp — 22.2 % of all HyperDs), suggesting that some short domains in particular may require additional mechanisms for their DNAme establishment (Figure S5a, b in Additional file 1).

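Less than 5 % of the length was overlapped by an expressed reference gene in 182 of the 430 HyperDs on the listed part of chromosome 1 (42.3 %), and in 311 of the 526 HypoDs (59.1 %). Over the HyperDs within reach of the authors' assembly, 40.6 % had less than 5 % overlap with reference genes and 16.7 % with the assembly.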

Despite the strong association with transcription, our analysis revealed that 2052 HyperDs (9.8 % of total) and some parts of HyperDs do not appear to be associated with transcription events (<5 % of their length overlaps transcribed regions). 

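The HyperDs with less than 5 % of their length in expressed reference genes had a mean length of 24.9 kbp and a median of 17.5 kbp. HyperDs overlapped for at least 50 % were longer, with a mean of 44.1 kbp and a median of 27.6 kbp.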

Of note, these apparently non-transcribed HyperDs are relatively short compared with all HyperDs, with an average size of 17.5 kbp (median 13.1 kbp). We set out to identify other features of these HyperDs that could contribute to DNAme establishment. We found that, compared with transcriptionally silent HypoDs, these HyperDs are enriched in ERVK elements, and also in intermediate levels of methylation (25–50 %) in NGOs or DNMT3A- and DNMT3L-deficient oocytes. However, these features represent only 1.7 % of the total length of all HyperDs. Nevertheless, when considered with transcription, this revealed that only 9.5 % of the combined length of HyperDs is unaccounted for (Figure S5b in Additional file 1). Evidently, it could be that our RNA-Seq strategy failed to capture some transcription events. This is difficult to assess, but seems less likely for highly transcribed regions, and lowly transcribed regions are usually hypomethylated (see below). Another explanation for this could relate to DNAme spreading, as observed in different contexts such as TEs, but this remains controversial and has not been shown in a germ cell context [36]. Alternatively, a transcription-independent mechanism could exist, based possibly on the interaction of DNMT3A/3L with specific histone marks other than H3K36me3. Further development of ChIP-Seq protocols for low amounts of starting material would be necessary to investigate this.

Having found a significant proportion of novel transcripts identified by our deep RNA-Seq approach, we investigated in more detail how this class contributes to the DNAme landscape. Our oocyte transcriptome contains 83.0 % of the methylated CpGs versus 75.3 % for the reference annotation: 4.5 % of methylated CpGs are within new genes. Focusing on transcripts expressed from TEs as promoters, for both novel genes and alternative upstream TSSs, a direct association was found for 4.7 % of methylated CpGs in oocytes. Similarly, novel genes and TE-regulated transcripts account for 2.9 % and 5.7 % of methylated CGIs, respectively.

### Some expressed genes escape DNA methylation

If transcription were the predominant factor in determining DNAme in oocytes, it would be surprising to find active transcription units devoid of DNAme. Therefore, we investigated HypoDs for which our oocyte annotation revealed substantial overlap with transcription. These correspond to 26.2 % of all HypoDs (overlap of >50 % with transcription units), or 16.1 % of the total length of HypoDs, which is quite a significant proportion (Fig. 3g; Figure S5c in Additional file 1). 

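On the listed part of chromosome 1, 149 of the 526 HypoDs (28.3 %, interval 24.6 to 32.3 %) were overlapped by expressed reference genes for at least 50 % of their length. The genes covered 18.5 % of the summed length of HypoDs. Both values were lower than in any of the 1000 random shifts, of which the lowest were 29.7 % of HypoDs and 18.9 % of their length. With genes above 0.5 RPKM in GO2 alone, the share of HypoDs fell to 12.5 %, and 5.32 % of their length was covered.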

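The 149 HypoDs overlapped by expressed reference genes had a median length of 13.7 kbp, against 35.8 kbp for the other HypoDs. Among them, 49 (32.9 %) were shorter than 10 kbp and 23 (15.4 %) shorter than 5 kbp.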

Of note, transcribed HypoDs are relatively small (median length 9.4 kbp), with 51.9 % and 23.3 % of these domains shorter than 10 kbp and 5 kbp, respectively. This size consideration could explain why they escape de novo methylation since short genes typically have low enrichment in H3K36me3 irrespective of expression level [37].

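Of the 274 reference genes that lie wholly within the listed part of chromosome 1, 140 had at least 50 % of their span in HyperDs, 83 in HypoDs and 51 in neither. The median RPKM in GO2 was 4.50 (95 % interval 2.61 to 6.31) for genes in HyperDs and 0.010 (0.0045 to 0.023) for genes in HypoDs, and 30 of the genes in HypoDs had fewer than 3 counts in every library. Below an RPKM of 0.5, 24 genes lay in HyperDs and 72 in HypoDs, so that 25.0 % of the genes assigned to either were in HyperDs (interval 17.4 to 34.5 %). At 0.5 and above the numbers were 116 and 11, or 91.3 % (interval 85.2 to 95.1 %). Between 0.1 and 0.5, genes in HyperDs (12) already outnumbered those in HypoDs (7), but with library sizes from Table 1, a scaling added after the values were seen, genes in HypoDs were more numerous up to 1 (12 against 8 between 0.1 and 0.5, and 6 against 3 between 0.5 and 1). Table 1 library sizes multiply every GO2 value by 2.94, so the same limits then hold other genes. The alternative that moved the share below 0.5 most was scaling by library total without gene length, which gave 17.1 %. These comparisons are across genes, which are not independent replicates.

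**Figure D2:**
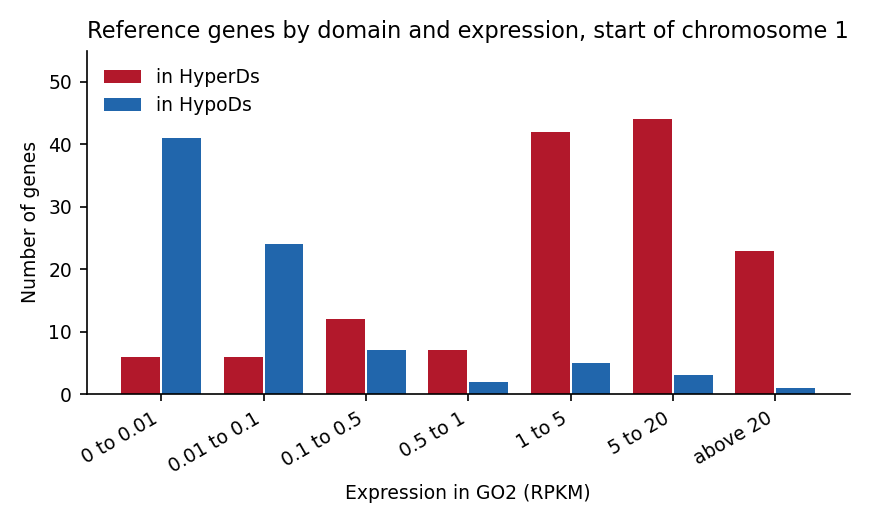
Number of reference genes with at least 50 % of their span in HyperDs (red) or HypoDs (blue) on the listed part of chromosome 1, by RPKM in GO2. HypoD genes outnumber HyperD genes in the classes up to 0.1, and HyperD genes outnumber HypoD genes in every class above it. With library sizes from Table 1, which multiply every value by 2.94, the order changes at 1.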

We found that long transcribed HypoDs are frequently associated with genes with very low FPKM values and, in accordance with previous observations, we observed that gene body DNAme levels are positively correlated with transcription levels, likely reflecting degree of H3K36me3 enrichment [4]; indeed, genes with <0.5 FPKM are more often unmethylated than methylated, while the proportion of methylated genes increases with increasing FPKM value (Figure S5e in Additional file 1). 

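Of the 149 HypoDs overlapped by expressed reference genes, 83 (55.7 %, interval 47.7 to 63.4 %) no longer reached 50 % overlap when the genes at or below 0.5 RPKM in GO2 were left out. These HypoDs had a median length of 19.5 kbp and made up 12.3 % of the summed length of HypoDs. The other 66 had a median length of 7.96 kbp. The paper proposes that the positive correlation of gene-body DNAme with expression is likely to reflect H3K36me3 enrichment. It reports that long transcribed HypoDs often go with genes of very low FPKM.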

We found that 46.2 % of transcribed HypoDs (median length 14.7 kbp, accounting for 11.0 % of the total length of HypoDs) are associated with genes with <0.5 FPKM. In addition, we found that some of the HypoDs defined (14.2 %; 972) correspond to alternative downstream promoters active in oocytes according to our transcriptome assembly; these are shorter on average (median length 4.4 kbp) and could be protected from de novo methylation by H3K4me2/me3 marks [15] (Fig. 3g; Figure S5c in Additional file 1). Taking into consideration our transcription-based model for de novo DNA methylation, 9.2 % of all HypoDs (3.7 % of total length of HypoDs) appear to be transcribed (>50 % overlap) but their methylation status is not directly explained (Figure S5d in Additional file 1).

This prompted us to investigate how many expressed genes escape DNAme. We first identified 318 genes with gene-body DNAme <25 %, but with characteristics of normally methylated genes (FPKM > 1 and at least 10 kbp in size). 

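On the listed part of chromosome 1, 104 reference genes were at least 10 kbp long with an RPKM above 1 in GO2, of which 93 had at least 50 % of their span in HyperDs, 4 in HypoDs and 7 in neither. Domain membership stands here for gene-body DNAme, which was not measured again. The 4 genes in HypoDs were Gm16070 (bases 17676027 to 17727646, 80.3 % in HypoDs), Arhgef4 (bases 34721924 to 34813309, 61.5 % in HypoDs), Lonrf2 (bases 38793669 to 38836090, 61.3 % in HypoDs) and Npas2 (bases 39193731 to 39363234, 78.7 % in HypoDs), and they were singled out by these criteria after the values were seen. RPKM values of Npas2 rose with growth, from 1.50 in NGOs to 2.51 in GO1, 3.67 in GO2 and 4.73 in FGOs. Lonrf2 fell from 3.53 in NGOs to 0.960 in FGOs, and Arhgef4 stayed between 0.930 and 1.78. Gm16070 was read mainly in the ScriptSeq libraries, at 0.0769 in NGOs, 2.67 in GO1, 4.79 in GO2 and 0.0881 in FGOs. With library sizes from Table 1, a scaling added after the values were seen, 6 of 124 such genes lay in HypoDs, Gulp1 and Hecw2 being the additional ones.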

To examine this further, we generated contigs (at least three mapped reads) for each dataset and analysed the methylation level of each gene using a running window strategy. This approach was used to limit potential Cufflinks artefacts, where only a fraction of the wrongly annotated gene would actually be transcribed and methylated. This confirmed 52 large and highly expressed genes (41 genes present in the reference annotation) as unmethylated throughout their entire gene body, and therefore in contradiction to our transcription-based model (Table S3 in Additional file 2). 

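Of the genes unmethylated throughout their gene body, 9 are named in the text and are in the deposited table (Sohlh2, Slit3, Syce1, Tes, Foxo6, Zbtb38, Zfp219, Sox13 and Pax6), and all 9 had at least 107 counts in every library. Sohlh2 (chromosome 3 from 55182028 to 55209957) had an RPKM of 12.1 (11.7 to 12.6) in NGOs, 3.69 (3.47 to 3.91) in GO1, 2.19 (2.07 to 2.32) in GO2 and 2.01 (1.85 to 2.18) in FGOs, with 95 % intervals for counting error in parentheses. Syce1 (chromosome 7 from 140777229 to 140787854) went from 7.98 (7.55 to 8.43) in NGOs to 0.612 (0.501 to 0.739) in FGOs, and Zbtb38 (chromosome 9 from 96682763 to 96752831) from 1.63 (1.56 to 1.71) to 0.109 (0.0924 to 0.129). The log2 change from NGOs to FGOs was -3.84 for Zbtb38, -3.64 for Syce1 and -2.54 for Sohlh2, and lay between -1.28 and -0.11 for the other 6 genes. The value in FGOs was below that in NGOs for all 9 genes, for 6 of them by at least 2-fold, but for Foxo6 the intervals overlap (0.464 to 0.638 in NGOs and 0.415 to 0.573 in FGOs), so no fall is shown for this gene. The highest value was in NGOs for 8 genes, although for Foxo6 and Sox13 its interval overlaps that of another library. In GO2, 5 genes had a lower value than in GO1, 2 of them by at least 2-fold and Slit3 with overlapping intervals. An RPKM above 1 was reached by 5 of the genes in NGOs, 2 in GO1, 2 in GO2 and 1 in FGOs. With library sizes from Table 1 the numbers were 9 in NGOs, 8 in GO1, 7 in GO2 and 6 in FGOs. These sizes are smaller than the recovered counts and inflate every RPKM, so 1 is a lower bar on that scale. Sohlh2 alone was above the median of the genes with at least 3 counts in every library, whereas 8 of the 9 were above the median of all listed genes in every library, the alternative that moved this number most. The collagen gene Col1a1, by comparison, was counted at an RPKM of 2.24 in the NGO library and at no more than 0.0191 in the others.

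**Figure D3:**
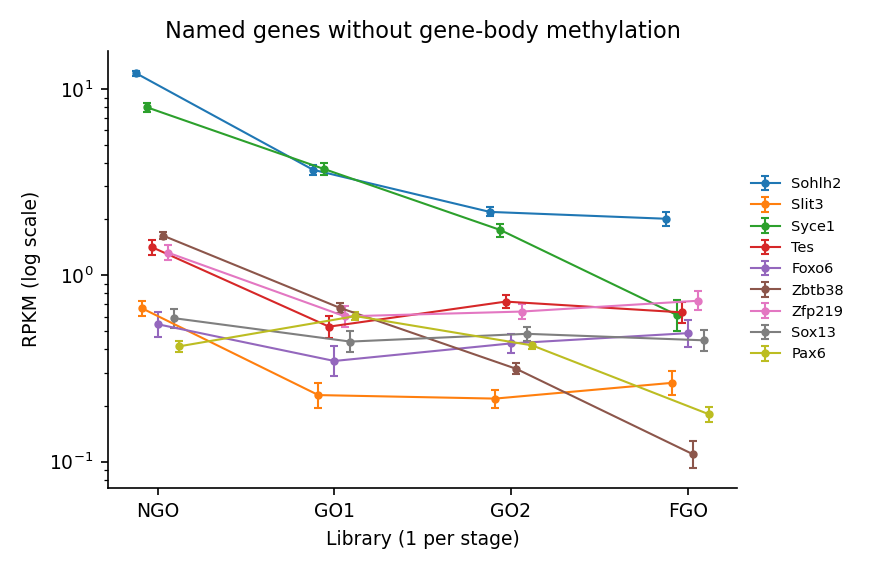
RPKM (log scale) of the 9 named genes in the NGO, GO1, GO2 and FGO libraries, 1 library per stage, with Poisson 95 % intervals for counting error. Points are shifted sideways for legibility. Syce1 and Zbtb38 fall at every step, and 8 of the 9 genes have their highest value in NGOs.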

Of note, these genes are expressed at high levels throughout folliculogenesis, prior to and after the onset of DNAme targeting. Although gene ontology analysis failed to report significant enrichment for the 41 reference genes, it nevertheless regrouped genes important for meiosis and germ cell development (*Sohlh2*, *Slit3*, *Syce1*, *Tes*), known transcription regulators (*Foxo6*, *Zbtb38*, and *Zfp219*), as well as members of the *Sox* and *Pax* families (*Sox13*, *Pax6*).

### Transcription and DNA methylation establishment at CGIs and igDMRs

Having demonstrated the substantial contribution of transcription to the global DNA methylome, we next focused on specific genomic features: CGIs. Our oocyte annotation redefined CGI location compared with the reference annotation, and these can be divided into four groups: 9439 CGIs associated with the most upstream TSS of the gene (41.0 % of total); 1666 CGIs intragenic but associated with downstream/alternative TSSs of the gene (7.2 % of total); 5043 CGIs intragenic and not overlapping a TSS (21.9 % of total); 6861 intergenic CGIs (29.8 % of total). Of relevance, and highlighting the benefits of our transcriptome assembly approach, we found that 18.6 % of intergenic CGIs according to the reference annotation are associated with genes in oocytes, and 13.6 % of CGIs originally classified as the most upstream TSS are found to be intragenic.

Based on whole-genome bisulfite sequencing data in FGOs, 2047 CGIs were found to be hypermethylated (≥75 %; 9.1 % total CGIs) and 19,547 hypomethylated (≤25 %; 87.1 % total CGIs). We found that 86.5 % (1771) of the methylated CGIs are located within transcription units, while 3.8 % (78) are associated with the most upstream TSS and 9.7 % (198) are intergenic (Fig. 3h). Of note, 47.9 % (135) of the methylated CGIs overlapping the most upstream TSSs in the reference annotation become intragenic in our oocyte transcriptome. This results either from the existence of alternative upstream TSSs, or from new overlapping transcripts that are in ~25 % of the cases transcribed in the antisense orientation and regulated by a promoter located downstream of the methylated CGI.

Looking in more detail into the exceptions to a transcription-based mode strictly based on our Cufflinks assembly, we found a large fraction of intergenic CGIs (48 %) were still overlapped by transcribed units defined as regions with at least three overlapping reads in at least one of the oocyte RNA-Seq datasets; this was the case for only 15.7 % of unmethylated intergenic CGIs (Chi-squared test, *p* value <0.0001). Similarly, we observed a tendency for DNAme to extend beyond the 3′ end of a gene (for the top 40 % of genes based on their expression, DNAme is still above 75 % at 1 kb downstream) and 18.7 % of methylated intergenic CGIs overlap with the first 1 kbp downstream of a gene. 

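Among 236 expressed reference genes on the listed part of chromosome 1 whose first 1 kbp past the 3′ end lies in the region, the 95 in the top 40 % by RPKM in GO2 (3.67 and above) were compared with the other 141. At least 50 % of that 1 kbp was in HyperDs for 68 of the 95 genes (71.6 %, interval 61.8 to 79.7 %) and for 57 of the 141 (40.4 %, interval 32.7 to 48.7 %). Leaving out genes with another expressed reference gene in the same 1 kbp gave 53 of 78 (67.9 %) and 40 of 111 (36.0 %). When only genes with at least 50 % of their own span in HyperDs were counted, the numbers were 63 of 76 (82.9 %) and 44 of 59 (74.6 %). The paper merged its domains from windows whose median size exceeds this 1 kbp, so a HyperD over a 3′ end can run past it by construction. Domain membership therefore cannot decide whether DNAme itself extends 1 kbp downstream.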

For the remaining TSSs and intergenic CGIs, we investigated their methylation level in NGOs, oocytes deficient in DNMT3A and DNMT3L, and sperm, but found less than ten to be methylated in these cases.

We next asked whether all CGIs located within transcription units acquire DNAme, as might be predicted from a transcription-based model. Out of the 2863 intragenic unmethylated CGIs, 41.5 % are in close proximity (within 2 kbp) of the most upstream TSS, or overlapping, or in close proximity to a “downstream” alternative TSS, which might preclude their de novo methylation on the basis of spread of H3K4 methylation. In addition, 41.5 % of intragenic unmethylated CGIs are embedded within larger hypomethylated domains, mostly located within weakly transcribed gene bodies that do not support DNAme establishment. Ultimately we found only 136 CGIs unmethylated but located within a highly transcribed unit and surrounded by a hypermethylated domain. In this case, their methylation state could relate to general mechanisms protecting against DNAme at these genomic elements, and their capability to adopt specific chromatin signatures solely based on their GC-rich sequence [38, 39]; further improvement in ChIP-Seq methodologies will allow this possibility to be investigated in more detail. In conclusion, we found that the transcriptome not only defines a large fraction of methylated CGIs, but could also account for the hypomethylated state of the majority of CGIs.

Having shown that transcription correlates with CGI methylation, we focused on the specific subclass of these genomic features: igDMRs. Based on the reference annotation, 5 out of 23 maternal igDMRs overlap promoter regions (*Peg10*, *Peg3*, *Slc38a4*, *AK008011*, and *Impact*), the remainder being within annotated transcription units. Our transcriptome assembly now allows us to identify novel upstream TSSs for the *Peg10*, *Peg3*, and *Impact* genes, and novel transcripts transcribing through the *AK008011* and *Slc38a4* igDMRs (Fig. 3h; Figure S6 in Additional file 1). 

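The table lists Peg10, Peg3, Impact and Slc38a4, but AK008011 is not among its names and was not analysed here. The values are per gene and do not separate the upstream TSSs from the annotated promoters. Peg10 (chromosome 6 from 4747306 to 4760517) had an RPKM of 0.250 (0.215 to 0.288) in NGOs, 1.11 (1.04 to 1.18) in GO1, 0.968 (0.921 to 1.02) in GO2 and 0.387 (0.345 to 0.433) in FGOs. For Peg3 (chromosome 7 from 6703892 to 6730421) the values were 1.76 (1.69 to 1.83), 4.36 (4.26 to 4.46), 2.98 (2.92 to 3.04) and 1.50 (1.44 to 1.56). Both genes were thus higher in GO1 and GO2 than in the libraries made with the other protocol. Impact (chromosome 18 from 12972252 to 12992948) decreased from 11.2 (10.9 to 11.6) in NGOs to 3.14 (2.97 to 3.32) in FGOs, a log2 change of -1.79. Slc38a4 (chromosome 15 from 96994823 to 97055956) was close to the floor, with 25 counts in NGOs, 24 in GO1, 22 in GO2 and 9 in FGOs, and its RPKM did not exceed 0.0572 in any library. Of the 7 imprinted genes that the paper names and the table lists, 4 had an RPKM of at least 1 in GO2, and 6 reached 1 when the counts were scaled by library total without gene length.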

A recent publication identified 11 new putative maternal igDMRs [7], and our transcriptome revealed an intragenic location for nine of them. For the remaining two, *AK086712* and *Pvt1*, the associated igDMRs appear to be intergenic according our transcriptome, but are nevertheless located with HyperDs. These results highlight that transcription is the only common feature of maternal igDMRs, to our knowledge, and could link oocyte-specific signalling pathways to the establishment of genomic imprinting.

### Transcription is functionally required for DNAme establishment at the *Zac1* locus

Using a mouse model we originally provided a functional demonstration of the importance of transcription in the establishment of DNAme at the igDMRs of the *Gnas* locus [11]. For technical reasons, however, the poly(A) cassette strategy we used to block transcription was not fully efficient, resulting in variable loss of methylation between mice and precluding the use of this model for more refined and mechanistic analysis. In addition the *Gnas* locus is particularly complex with multiple igDMRs controlling expression of multiple transcripts (including antisense). For these reasons, we decided to test in more detail the role of transcription in DNAme targeting at another, more tractable locus.

We decided to focus on the imprinted gene *Zac1* (*Plagl1*) principally because of the simplicity of the locus (only one imprinted gene, with igDMR overlapping the annotated canonical promoter), and because a human imprinted disorder is associated with *ZAC1* igDMR loss of methylation (transient neonatal diabetes mellitus) [40]. We previously identified by 5′ RACE (rapid amplification of 5′ complementary DNA ends) an oocyte alternative TSS, located ~30 kb upstream of the *Zac1* promoter (which is not active in oocytes), regulating the expression of a new *Zac1* transcript we named *Zac1o* [11]. 

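The table lists Zac1 as Plagl1 (chromosome 10 from 13090691 to 13131694 of GRCm38, plus strand). It had 186 counts in NGOs, 1350 in GO1, 1103 in GO2 and 298 in FGOs. The RPKM was 0.231 (0.199 to 0.266) in NGOs, 1.46 (1.38 to 1.54) in GO1, 0.627 (0.590 to 0.665) in GO2 and 0.342 (0.304 to 0.383) in FGOs. The log2 change was 0.62 from NGOs to FGOs and -1.25 from GO1 to GO2. The gene-level values do not tell apart transcripts from the annotated promoter and from the upstream oocyte TSS, nor sense from antisense transcripts.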

Our transcriptome assembly validated the existence of *Zac1o*, and also revealed the presence of another, apparently non-coding transcript sharing the *Zac1o* CGI as promoter, but transcribed in the opposite direction, a transcript we named *Zac1oAS* (“AS” for antisense; Fig. 4a). Strikingly, a HyperD overlaps nicely with the oocyte *Zac1* transcription unit, which is particularly apparent at the 3′ end, where the HyperD and *Zac1o* transcription unit terminate at essentially the same genomic location (Fig. 4a). We generated a conditional knockout of the *Zac1o* promoter, resulting in the loss of expression of *Zac1o* and *Zac1oAS* in oocytes when crossed with the female germline specific CRE deleter transgenic line *Zp3-Cre* (Figure S7a, b in Additional file 1). As expected from the predictions of our transcription-based model, we found that DNAme fails to be established at the *Zac1* igDMR in the absence of transcription, and this loss of methylation is consistent across littermates and litters (Fig. 4b; Figure S7c in Additional file 1). Importantly, this was also the case for the majority of the gene body CpGs we tested, not just within the igDMR (Fig. 4b).

**Fig. 4:**
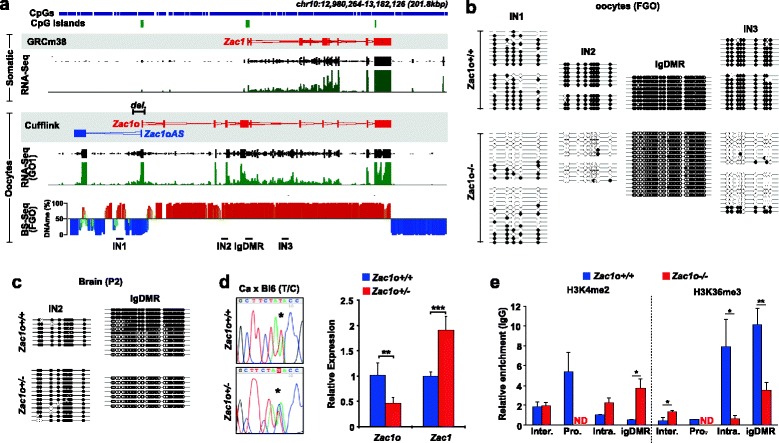
Transcription is required for DNAme targeting at the *Zac1* locus. **a** Visualization of the *Zac1* transcripts in somatic tissues (*top*) and in oocytes (*bottom*), as well as the DNAme landscape at this locus in FGOs. Deletion of *Zac1o* promoter is indicated by *del.* above the Cufflinks annotation, and below the DNAme profile are indicated the regions (*IN1*, *IN2*, *IN3*, *igDMR*) that are subsequently assessed for DNAme in (**b**, **c**). **b** DNAme status of *Zac1* igDMR and *Zac1o*/*Zac1oAS* intragenic regions in *Zac1o+/+* and *Zac1o−/−* FGOs. DNAme was assessed by bisulfite sequencing (BS-PCR) and each line represents an individual unique clone, with *open circles* representing unmethylated CpGs and *closed circles* methylated CpGs. **c** DNAme (BS-PCR) status of the *Zac1* igDMR and *Zac1o* IN2 intragenic region in *Zac1o+/+ and Zac1o+/−* neonatal (postnatal day 2 (*P2*)) brain. **d** Sequence traces (*left*) of RT-PCR products from neonatal brain from *Castaneus* crosses to *Zac1o+/+* and *Zac1o−/−*; the asterisk indicates the T/C single-nucleotide polymorphism. *Zac1o* and *Zac1* expression assessed by quantitative RT-PCR (*right*) in *Zac1o+/+* and *Zac1o+/−* neonatal brain (***p < 0.001, **p < 0.01, Student’s t-test). **e** ChIP-quantitative PCR quantification of H3K4me2 and H3K36me3 enrichment in growing oocytes (15 dpp) at *Zac1* igDMR, *Zac1o* intragenic regions and *Zac1o* intergenic regions (*ND* non-determined, *p < 0.05, **p < 0.01 Student’s t-test)

While the hypomethylated state of the *Zac1* igDMR is maintained after fertilisation and throughout development in embryos produced from *Zac1o*-deleted oocytes, CpGs located within the *Zac1o* gene body but outside the igDMR regained methylation, most likely following embryonic implantation [41] (Fig. 4c). Of interest, deletion in early embryos of the promoter regulating *Zac1o* transcription using *Sox2-Cre* mice did not affect methylation of the igDMR, in accordance with the nature of genomic imprinting, and revealing that transcription is not required for the maintenance of imprints (at least at *Zac1*) (Figure S7d in Additional file 1). Loss of methylation at the *Zac1* igDMR is functionally significant, since it is associated with twofold up-regulation and bi-allelic expression of *Zac1* transcripts in all tissues tested, assessed by crossing *Zac1o−/−* females with *Mus castaneus* males (Fig. 4d). To validate further this imprinting defect, we also examined the chromatin signature of the *Zac1* igDMR by performing ChIP analyses in *Zac1o+/+* and *Zac1o+/−* (maternal deletion in oocytes) embryos (Figure S7e in Additional file 1). This revealed that in embryos inheriting the *Zac1o* deletion from the oocyte, both parental alleles of the igDMR adopt a paternal epigenotype. Specifically, we noted a loss of the characteristic igDMR allele-specific histone modification signature: there was gain of H3K4me3 and H3K9ac on the maternal allele, marks normally enriched on the unmethylated paternal allele in *Zac1o+/+* embryos, and a marked decrease of the repressive H3K9me3 and H4K20me3, both enriched on the methylated maternal allele in *Zac1o+/+* embryos. This observation is reminiscent of those made in embryos 9.5 days post coitum derived from *Dnmt3L−/−* females that lack female germline-derived DNAme [42].

### Transcription is required for full chromatin remodelling at the *Zac1* igDMR

Using our *Zac1o* mouse model, we sought to investigate in more detail components of the mechanism linking transcription and DNAme. Aside from the role of H3K36me3 in promoting DNMT3A activity, transcription could be implicated in chromatin remodelling at CGIs, ensuring that protective marks are erased [2]. Importantly, the chromatin modifier H3K4me2 demethylase KDM1B has been implicated in DNAme establishment at the *Zac1* igDMR [43], and this prompted us to investigate a potential link between KDM1B and transcription. For this we optimised a ChIP-quantitative PCR assay based on a previously published micro-ChIP protocol [44]. We prepared chromatin from ~2000 growing oocytes (15 dpp) for each genotype (*Zac1o+/+* and *Zac1o−/−*), performed immunoprecipitation followed by whole genome amplification in duplicate with multiple quantitative PCR assays per genomic location (intergenic, intragenic, igDMR). To test the accuracy of our protocol, we investigated neutral loci expressed or not in oocytes (*Zp3*, *Ppia*, *Fam164b*; Figure S7f in Additional file 1). Focusing on the *Zac1* locus, and as mentioned above, in the absence of *Zac1o* transcription we found a significant decrease in H3K36me3 within the *Zac1o* gene body and igDMR. Importantly, we also found that H3K4me2 levels at the igDMR were significantly higher in *Zac1o−/−* oocytes versus *Zac1o+/+* oocytes (Fig. 4e). This result strongly suggests a connection between transcription and recruitment of KDM1B at the *Zac1* igDMR, and ultimately that transcription could be implicated in different levels of chromatin remodelling. Of relevance, it was recently reported that human KDM1B binding is enriched in active gene bodies, and it co-precipitates with elongating RNA polymerase II and other transcription elongation factors [45]. Development of reliable ChIP-Seq methods for low cell numbers will allow the connection between transcription and KDM1B at other igDMRs to be investigated in more detail; in addition, it will be important to address more widely the dependence on KDM1B of CGIs methylated in oocytes.

## Conclusions

Our work reveals that the real oocyte transcriptome is only approximated by the publicly available reference annotations. Indeed, we identified thousands of novel genes, coding or non-coding and, in particular, we discovered that many of these transcripts are linked to the de-repression and high expression of TEs from the MaLR and ERVK families in oocytes. Importantly, our transcriptome assembly can be used as a general resource for other scientists and developmental biology questions.

With this transcriptome assembly, we determined that transcription events could account for 85–90 % of DNAme established in the oocyte, including methylated CGIs and igDMRs; however, a small number of expressed genes escape DNAme, as well as a small number of CGIs within active transcription units. By establishing a tight genome-wide correlation between DNAme and active transcription units, as well as functionally demonstrating this at specific genomic loci, our work has wider implications. Indeed, it suggests that gene expression perturbations during oocyte follicular growth could result in alterations in DNAme in mature gametes, including at CGIs. Since a fraction of the oocyte DNA methylome is maintained to some extent in pre-implantation embryos just before the embryonic onset of de novo methylation (the biological consequence of this remains unclear), environmentally induced changes in gene expression in female germ cells could lead to alterations in the epigenome of the next generation, with possible transgenerational effects [5, 8].

It is difficult to precisely dissect the mechanisms by which transcription promotes DNAme establishment in oocytes due to the difficulty in obtaining large numbers of these cells. Nevertheless, in vitro biochemical evidence demonstrating a role for H3K36me3 in promoting DNMT3A catalytic activity is obviously central to our understanding, especially since DNMT3B is not active in oocytes. However, and surprisingly given our findings, recent work in mouse ESCs, derived neuronal progenitors, and the human colorectal carcinoma HCT116 cell line have showed that it is principally DNMT3B (and to a lesser extent DNMT3A) that is associated with gene-body methylation [46, 47]. Elucidating how DNMT3A specificity towards certain genomic features varies depending on the cellular context would be important to understand DNAme dynamics during early embryonic development and germ cell specification.

By revealing that H3K4me2 removal from the *Zac1* igDMR is impaired in the absence of transcription, our results suggest that the role of transcription in DNAme targeting is likely more complex than a simple interaction of DNMT3A with H3K36me3, and could involve the recruitment of histone remodellers or modifiers required for DNAme establishment. Transcription could also indirectly promote complete DNAme establishment by promoting nucleosome displacement, thus ensuring that all CpGs of a given locus can be accessed by the large DNMT3A/3L protein complex, and this is particularly relevant since growing oocytes are in meiotic arrest and not dividing [2].

## Materials and methods

### Mouse experimental procedures

All experimental procedures were approved by the Animal Welfare and Ethical Review Body at the Babraham Institute and were performed under licenses issued by the Home Office (UK) in accordance with the Animals (Scientific Procedures) Act 1986.

### RNA-Seq library preparation

Oocytes were collected from 5–20-day-old C57BL/6Babr mice and RNA was extracted using TRIsure reagent (Bioline) followed by RNA Clean & Concentrator (Zymo Research) with on-column DNAse treatment (RNase-free DNase I, Life Technologies). Ribosomal RNA was depleted from total RNA using Ribo-Zero Magnetic Kit (Human/Mouse/Rat — Low Input, Epicentre). Libraries from GO1 and GO2 were prepared using ScriptSeq v.2 RNA-Seq Library Preparation Kit (Epicentre). To generate sequencing libraries from NGOs and FGOs reverse transcription was performed using SuperScript III (Life Technologies), followed by second DNA strand synthesis using dUTPs instead of dTTPs and DNA polymerase I (NEB); libraries were constructed using the NEBNext DNA Library Prep Master Mix Set for Illumina (NEB), including dUTP excision step by USER Enzyme (NEB) before PCR.

### Library sequencing and mapping

NGO, GO1, GO2 and FGO RNA-Seq libraries were sequenced with 100-bp paired-end reads on an Illumina HiSeq1000. Raw reads were trimmed to remove both poor quality calls and adapters using TrimGalore v.0.2.8 and mapped to the mouse genome (GRCm38 assembly) using TopHat v.2.0.9 (option –g 1). Published RNA-Seq datasets (Table S2 in Additional file 2) were re-mapped using the same approach in conjunction with gene models from Ensembl release 70, except for the Park et al*.* dataset, for which TopHat v.2.0. 9 (options -- color --quals –g 1) was used. Mapping of reads to repetitive elements is described in Additional file 3.

BS-Seq published datasets (Table S2 in Additional file 2) were trimmed using TrimGalore v.0.2.7 with default parameters, aligned to the mouse genome GRCm38 assembly using Bismark v.0.10.1 (options --pbat, --phred33-quals) [48]. CpG methylation calls were extracted from the deduplicated mapping output ignoring the first 4 bp of each read (for post-bisulfite adaptor tagging (PBAT) libraries with 4N adapters) using the Bismark methylation extractor (v0.10.0; --no_overlap --report --ignore 4 --ignore_r2 4 for paired-end mode; --report --ignore 4 for the single-end mode).

### Oocyte transcriptome assembly

Transcriptome was assembled using Cufflinks v.2.1.1 [23, 24] with default parameters (genome-guided Cufflinks) on a single dataset created by remapping NGO, GO1, GO2, and FGO RNA-Seq datasets (no gene model specification and merging using SAMtools v.0.1.18) and as RABT assembly [25] (option –g) on individual NGO, GO1, GO2, and FGO and merged GO1 and GO2 datasets. For the RABT output, threshold FPKM values to filter non-transcribed transcripts were determined as the point of maximum difference between the values of cumulative distributions of FPKM values of transcripts in the annotation and of random size-matched intergenic regions using a custom R script. FPKM values were determined using Cufflinks v.2.1.1 with -G option. Transcripts that did not exceed the threshold FPKM were removed. Annotation from genome-guided Cufflinks and filtered annotations from RABT assembler were merged into a single annotation by Cuffmerge. Potential artefacts in the assembly were detected by visual inspection. Modifications of the annotation GTF file were performed using custom Perl and Java scripts available on request. More details about identification and assessment of the artefacts in the assembly are in Additional file 3.

### Curation of the raw Cufflinks annotation

First, transcripts present in the individual datasets but omitted by Cuffmerge were re-integrated. In some instances, reference transcripts were wrongly assigned FPKM values of 0 by Cufflinks, and re-quantifying the expression of these genes independently led to an increase in almost 2000 predominantly multi-exonic transcripts. In addition, a large number of mono-exonic transcripts (48,232) were found in the raw oocyte annotation, suggesting that some of them could be artefacts; therefore, we applied more stringent criteria for this category. For instance, we removed transcripts without clear directionality information, and transcripts located in introns of multi-exonic genes with the same strand orientation that could correspond to remnants of nascent transcripts. We removed mono-exonic transcripts wrongly defined because of issues with the read aligner TopHat (in which a read can be aligned to multiple positions with the same mapping score). We also observed numerous mono-exonic transcripts of the same directionality grouped in clusters, and these were frequently found 3′ of multi-exonic transcripts. Since these arrays could result from the incomplete annotation of single longer genes or extended multi-exonic transcripts, we merged those transcripts present within a 2-kbp genomic interval of a 3′ end (after having tested multiple size windows and assuming that, theoretically, the number of independent mono-exonic genes on the same strand and on the opposite strand 3′ to a gene should be the same). Finally, since mono-exonic genes can be small, their FPKM values can be relatively high, resulting in artefacts caused by the background noise in RNA-Seq datasets. We therefore re-quantified mono-exonic genes based solely on read count, and removed low-expressed ones based on cutoffs determined using normalised random intergenic regions. By performing these corrections on the raw Cufflinks output, the number of multi-exonic transcripts was increased from 65,334 to 67,112 and the number of mono-exonic transcripts was decreased from 48,232 to 15,827. Of note, the majority of removed transcripts were shorter than 1 kbp, while the additional transcripts recovered were predominantly longer than 5 kbp (Fig. 1a; Figure S1c in Additional file 1). The output of our Cufflinks assembly and curation is presented as an annotation track (.gtf file) in Additional file 5.

### Transcriptome-related bioinformatic analyses

The reference transcriptome used in this study was generated using Cuffmerge (Cufflinks v.2.1.1) by merging Ensembl, UCSC and RefSeq gene models downloaded from UCSC Table Browser as available on 1 October 2014. Genes were defined as in Cuffcompare within Cufflinks v.2.1.1 output. Oocyte gene coordinates were defined as the most upstream start and the most downstream end coordinates from all transcripts per gene. Transcripts were categorised into reference and novel by Cuffcompare, with categories =, c, j, and o marking the transcripts of reference genes and categories i, u, and x novel transcripts.

CGIs and igDMRs were defined as published [7, 9, 49, 50] and lifted over using the UCSC liftover tool into the GRCm38 assembly, removing CGIs on Y chromosome. CGIs were classified as TSS-associated if they overlap the most upstream TSS of a gene ±100 bp, intragenic if they overlap the gene but are not at the TSS, and intergenic without gene overlap. Coordinates for TEs (L1 and L2 LINEs, S2 and S4 SINEs, ERV1s, ERVKs, ERVLs, MaLRs) for the mouse GRCm38 genome build were generated using RepeatMasker. TSSs were classified as CGI-associated if a first base pair of a gene or transcript ±100-bp overlapped a CGI and as TE-associated if a first base pair of a gene or transcript overlapped a TE on the same strand.

Expression of assembled transcripts in published oocyte, embryonic, and differentiated cell datasets (Table S2 in Additional file 2) was quantified using Cufflinks v.2.1.1 (option -G). Expression of genes was determined as a sum of FPKM values of all transcripts per gene. Expression levels in individual embryonic datasets (single cells) were merged per stage taking the total read count in each dataset into consideration. Expression of upstream and reference TSSs at each stage or cell type was estimated in Seqmonk for exons containing upstream or reference TSSs as read count quantification corrected for length and then manually corrected for read count in individual or merged datasets to obtain RPKM values.

To perform hierarchical clustering, only genes with a FPKM value of at least 0.1 in at least one dataset were selected. Log transformed values were mean-centred and clustered based on Pearson’s correlation using the hclust function in R v.3.0.2. All statistical analyses (chi-squared tests) were performed in R v.3.0.2.

### Genome-wide DNA methylation analysis

To define hyper- and hypomethylated domains (HyperD, HypoD), probes were designed over CpGs with data [35], merging 50 consecutive CpGs with step size of ten CpGs. Methylation percentage level was then quantified taking into account only CpGs covered by at least five reads and a minimum of three positions to count a probe. Exported data were then processed using custom Perl scripts (available on request) as shown in Figure S4 in Additional file 1. Overlapping windows with methylation level >75 % and <25 % were merged into HyperDs and HypoDs, respectively, splitting overlapped regions between HyperDs and HypoDs into halves. Then, neighbouring domains of the same status were merged if a gap between them was <2 kbp, or if there was a small domain (<1 kbp) of the opposite status between them. Small domains (<2 kpb) were then removed and, again, neighbouring domains of the same status were merged if a gap between them was <2 kbp.

For correlation with the transcriptome, CGIs, TSSs, and 1-kbp regions (three CpGs with at least three reads) with ≥50 % methylation in NGOs or DNMT3A- or DNMT3L-deficient oocytes were excluded from the domains using a custom Perl script. TSSs excluded from the domain designation were defined as 2-kbp regions downstream of a gene’s most upstream TSS. If a domain was divided into more parts, the information about the parental domain was preserved for adequate correlation with transcription and other features.

Oocyte contigs were defined as genomic regions with three or more reads on the same strand in at least one of the oocyte datasets. Enrichment in ERVK elements and in intermediate levels of methylation (25–50 %) in NGOs or DNMT3A- and DNMT3L-deficient oocytes was quantified by the comparison of numbers of non-transcribed (<25 % overlap by transcripts) HyperDs and HypoDs with >50 % overlap with these features, requiring *p* value <0.0001 in chi-squared test.

A FPKM threshold of 0.5 for gene bodies remaining unmethylated was defined by quantification of the proportion of unmethylated gene bodies from all gene bodies with increasing FPKM values (0–0.1, 0.1–0.2, 0.2–0.3, etc.). Below a FPKM of 0.5, more genes were unmethylated than methylated. CpG density and GC content were quantified using a custom Perl script from GRCm38 genome assembly. All methylation levels were quantified in Seqmonk, using the following parameters: three CpGs with a minimum of three reads depth to count a probe for gene bodies; ten CpGs with a minimum of five reads depth for CGIs; a minimum of five reads depth for individual CpGs. Statistical analyses were performed in R v.3.0.2.

### Generation of *Zac1o* conditional deletion mice

The targeting construct was prepared using homologous recombination in bacteria. We inserted one *loxP* site upstream (2.6 kbp) of the *Zac1o* first exon and one *loxP* downstream together with a neomycin selection cassette flanked by *Frt* sites. The targeting construct was electroporated in C57BL/6J Bruce4 ESCs, and correct integration assessed by Southern blot. Chimeric mice were generated by injecting targeted ESCs into C57BL/6J blastocysts and crossed with female Flpe-Cre mice for excision of the selection cassette. Specific deletion of the *Zac1o* first exon and promoter in oocytes was performed by crossing with *Zp3-Cre* mice. For experiments with allelic information, *Zac1o*-floxed or *Zac1o*-deleted female mice were crossed with *M. castaneus* wild-type males (CAST/EiJ).

### Bisulfite-PCR sequencing and COBRA analysis

Oocytes were collected by mouth pipetting as previously described [11], and lysed at 37 °C for 1 h (SDS 0.5 % final, EDTA 0.5 mM final, phosphate-buffered saline, 10 μg of proteinase K). Bisulfite conversion was performed directly on cell lysates. For tissues, DNA was first purified using phenol-chloroform extraction, 500 ng used for bisulfite conversion, and 50 ng equivalent in each PCR reaction. Bisulfite conversion was performed using a commercial kit according to the manufacturer’s recommendations (Sigma, Imprint DNA modification kit, two-step protocol). PCR was performed using Pfu Turbo Cx Polymerase (Stratagene). Primer sequences are available upon request. Cloning and analysis were performed as described elsewhere [5], with 20–25 clones analysed per genomic region and removal of clones with identical patterns of conversion based on both CpG and non-CpG methylation. For COBRA analysis, DNA methylation of the *Zac1* igDMR was assessed using Taq1 restriction endonuclease.

### Chromatin immunoprecipitation in oocytes

Growing oocytes were collected from 15-dpp females as previously described [11], fixed at room temperature in 4 % formaldehyde for 15 min, washed in phosphate-buffered saline with a final wash in less than 5 μl, snap-frozen and stored at −80 °C before lysis. In total, 2180 *Zac1o*-deleted and 1975 wild-type oocytes were processed. Lysis and immunoprecipitation were performed using the True MicroChIP kit (Diagenode AB-002-0016) with the following modifications. Aliquoted oocytes were lysed using 50 μl total lysis buffer tL1 and incubated on ice for 10 min. Equivalent of 150 μl of ice-cold HBBS buffer was added and all lysates were pooled together in 1.5 ml TPX microtubes (Diagenode). Chromatin shearing was performed using the Bioruptor (Diagenode) with five active cycles (30 s ON, 30 s OFF). Tubes were centrifuged at 14,000 g for 15 min at 4 °C and supernatant collected in a 1.5-ml low-binding tube. Ice-cold complete ChIP buffer tC1 (200 μl) was added, and the total volume was divided in three, equally. H3K36me3 (0.25 μg; Active Motif, 61102), 0.5 μg of H3K4me2 (Abcam, ab32356) and 0.25 μg of IgG (Abcam, ab46540) antibodies were used per immunoprecipitation according to the manufacturers’ protocols, except that DNA purification following removal of cross-links was performed using AMPure XP beads (1.8× ratio, Agencourt). Immuno-precipitated material was separated in two equally, and whole-genome amplification was performed according to the manufacturer’s protocol (WGA4, Sigma-Aldrich, starting from step 6) for nine cycles. We subsequently submitted 1 μl to 15 additional amplification cycles for agarose gel visualisation purposes. The remaining amplified material was purified using AMPure XP beads according to the manufacturer’s recommendations (1.8× ratio, Agencourt), and quantitative PCR performed, with quantification as relative enrichment to IgG and correction for primer efficiency. For *Zp3*, two independent PCR assays were designed for intergenic surrounded regions, two for the promoter region, and three for the gene body; for *Ppia*, this was two intergenic, two promoter, and four intragenic regions; for *Fam164b*, this was two intergenic, two promoter, and three intragenic regions; for the *Zac1/Zac1o* regions, this was two independent assays for intergenic regions, two for the *Zac1o* promoter, three for *Zac1o* intragenic regions, and three for the *Zac1* igDMR. All primer sequences are available upon request.

### Chromatin immunoprecipitation in embryos

ChIP of native chromatin was carried out as described previously [42]. Three ChIP assays were performed using independent chromatin preparations, with anti-H3K4me3 (Diagenode pAb 030-050), anti-H3K9ac (Merck-Millipore 06-942), anti-H3K9me3 (Merck-Millipore 07-442) and anti-H4K20me3 (Merck-Millipore 07-463). Analysis of immunoprecipitated chromatin was done as follows: in the input and antibody-bound fractions for each antiserum used, the parental alleles were differentiated by direct sequencing of the PCR products encompassing a strain-specific single-nucleotide polymorphism in the regions of interest. Input and antibody-bound fractions were quantified by real-time PCR amplification with a SYBR Green mixture (Roche) using a LightCycler® 480II (Roche) instrument. Background precipitation levels were determined by performing mock precipitations with a non-specific IgG antiserum (Sigma C-2288) and were only a fraction of the precipitation levels obtained with specific antisera. Bound/input ratios were calculated and normalised to those for the imprinted *KvDMR*, which we showed to be similar in wild-type and mutant embryos.

### Data availability

The datasets supporting the results of this article are available in the Gene Expression Omnibus repository, under accession number [GEO:GSE70116].

## Additional files

Additional file 1:
**Supplementary Figures S1–S7 with their legends.** (PDF 5482 kb) Additional file 2:
**Supplementary Tables S1–S4.** (PDF 240 kb) Additional file 3:
**Supplementary methods, including more details on the transcriptome assembly process.** (PDF 107 kb) Additional file 4:
**A table with the genomic coordinates of our final definition of HyperDs and HypoDs (GRCm38 assembly).** (XLSX 4255 kb) Additional file 5:
**A gtf file corresponding to the annotation of oocyte transcripts according to our transcriptome assembly (GRCm38 assembly; this version does not include expressed independent repetitive elements).** (GTF 50970 kb)

## Abbreviations

bp: base pair
BS: bisulfite sequencing
CGI: CpG island
ChIP: chromatin immunoprecipitation
CNCI: Coding-Non-Coding Index
CPC: Coding Potential Calculator
DNAme: DNA methylation
DNMT: DNA methyltransferase
dpp: days post-partum
E: embryonic day
ESC: embryonic stem cell
FGO: fully grown oocyte
FPKM: fragments per kilobase of transcript per million mapped reads
GO: growing oocyte
HyperD: hypermethylated domain
HypoD: hypomethylated domain
igDMR: imprinted germline differentially methylated regions
ncRNA: non-coding RNA
NGO: non-growing oocyte
PCR: polymerase chain reaction
PGC: primordial germ cell
RABT: reference annotation-based transcript
RNA-Seq: RNA sequencing
RRBS: reduced representation bisulfite sequencing
TE: transposable element
TSS: transcription start site
UCSC: University of California, Santa Cruz

How the deposited data were processed for this re-analysis (not part of the article)

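RNA-Seq values of NGOs, GO1, GO2 and FGOs, 1 library per stage, were analysed. The deposited values are RPKM on a linear scale for 25587 reference genes, which the authors made from reads trimmed with TrimGalore and mapped to GRCm38 with TopHat. The name under which they were deposited speaks of read counts, and the analyses had been planned for counts, but the values are not whole numbers. The paper's text does not name the program, annotation or strand setting behind them, and the methods mention length-corrected read counts from Seqmonk for TSS exons and FPKM from Cufflinks for assembled transcripts only. The table holds no column of per-sample values beyond the 4 libraries.

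Counts were recovered as follows. For genes whose coordinates match a GENCODE transcript with 1 exon (release M21 on GRCm38, which may not be the annotation the authors used), the library total was fitted so that RPKM times length times total was whole. At least 99.4 % of the values above 0 then came out whole in each library. For every other gene, the exon length was taken that made the counts whole in all libraries, with preference for the GENCODE exon union (9503 genes), then a GENCODE transcript length (1400 genes), then the smallest length that fits (10115 genes). The exon union was accepted for 51.0 % of the genes with a match and, after shifting it, for 4.84 %. In a test on 2000 simulated genes, the smallest fitting length was the true one for 95.5 % of those with at least 10 counts. Where it is not, the counts are too small by the same factor in all libraries, which leaves RPKM as it is and can lower the number of genes that reach a count minimum. For 5 genes no length was found, and their counts were rounded from the GENCODE exon union. The recovered counts on genes were 62485626 in NGOs, 72839648 in GO1, 134697206 in GO2 and 69736517 in FGOs.

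Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were made with matplotlib 3.10.9. A gene was counted as detected with at least 3 counts. Library sizes for changes were scaled by a trimmed mean of log ratios (30 % trimmed from each end of the ratios and 5 % of the mean expression), written for these counts, with a prior count of 1. The counts are recovered from RPKM, so no program that models raw counts was used. Changes were computed from NGOs to FGOs (dUTP protocol) and from GO1 to GO2 (ScriptSeq kit), over genes with at least 20 counts in the pair, with a threshold of 4-fold. In a test on simulated counts, all 200 genes changed 8-fold were found and 2 of the unchanged genes were called. With 1 library per stage no test between stages was possible. Intervals are 95 % intervals for counting error (Poisson for counts, Wilson for shares). They may be too narrow where 1 read entered as more than 1 count. Percentiles and imprinted genes had been planned in counts scaled by library total and are given in RPKM, with the planned unit as an alternative.

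The genes named in the text were chosen by a rule set beforehand: every gene the paper names, the 5 genes with the most counts in each library, the 5 largest rises and falls in each pair among genes with at least 100 counts in the higher library and a 4-fold change, and the listed cell markers. From GO1 to GO2 only 4 genes met the rule for falls. Of 26 genes named by the paper, 23 are in the table, and AK008011, AK086712 and Pvt1 are not. Other genes singled out are marked as chosen after their values were seen.

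Domains were taken from the start of the paper's list (Additional file 4), of which 956 on chromosome 1 were used, the last one listed being left out because its parts may be incomplete. A domain counted as overlapped when at least 50 % of its length lay in expressed reference genes. Significance against random placement was judged by 1000 circular shifts with a fixed seed. On 40 sets of domains placed at random, 3 lay above the central 95 % of 100 shifts where 1 is expected by chance, and all 10 sets with HyperDs placed on expressed genes did. The alternatives tried were other count minimums, scalings, library sizes, thresholds and overlap rules, thinning, and domain parts taken separately. Expression of genes outside the reference, DNA methylation values, the rest of the domain list and the published datasets were not analysed here.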

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

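The values below come from genes and comparisons that the paper does not report on, and each lies above the smallest value that the depth can show. The tests of transcript length and of growth stage in the first pattern, and both tests of the collagen genes, were chosen only after the result was seen. The test of the theca and stroma markers replaces one that included the collagen genes themselves (5 of 7 highest in NGOs), and its rule was set when the counts of the markers were known.

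GO1 and GO2 differed together from NGOs and FGOs at many genes. The libraries were median-centred for this comparison, over 10749 genes with at least 100 counts in every library. The trimmed mean of log ratios was not used. Of these genes, 555 differed at least 2-fold in both GO1 and GO2 from both NGOs and FGOs. Of the 555, 178 were higher in GO1 and GO2 and 377 lower. Setting NGOs with GO1 against GO2 with FGOs gave 98 such genes, and setting NGOs with GO2 against GO1 with FGOs gave 0. Unequal depth was tested by thinning every library to the smallest total, which gave 541 genes (185 higher and 356 lower). With the deposited scaling there were 632, so neither depth nor scaling removes the difference. Most of the genes were lower in GO1 and GO2 under each scaling, but the balance depends on it: with the deposited scaling 90 were higher and 542 lower. Rank correlations do not follow the protocol throughout. Over 17669 genes with at least 10 counts over the 4 libraries, GO1 and GO2 were the closest pair (Spearman 0.986). On this set FGOs were closer to GO2 (0.966) and GO1 (0.947) than to NGOs (0.936). Over the 10749 genes, FGOs were still closer to GO2 (0.946) than to NGOs (0.8988), but GO1 (0.8996) was hardly closer than NGOs. NGOs were then closer to FGOs, made with the same protocol, than to GO1 (0.876) and GO2 (0.877). GC content of the transcripts correlated with the difference across genes at a Spearman rho of -0.55, and the median log2 difference went from 0.60 in the tenth of genes with the lowest GC content (median 39.5 %) to -0.70 in the tenth with the highest (median 59.1 %). Removing this trend reduced the number of genes from 491 to 278 among the 9674 with a known GC content, and 199 genes were in both sets, so GC content accounts for a part only. Transcript length correlated at 0.23, too weakly to decide. The growth stage itself remains: GO1 and GO2 are both growing oocytes and both ScriptSeq libraries, and the 98 genes that separate the stages in the order of growth do not tell these apart. The difference cannot be told apart from an effect of the protocol, and genes are not independent replicates. At the extremes, chosen after their values were seen, Gm16234 had an RPKM of 2.87 in NGOs, 143 in GO1, 156 in GO2 and 2.14 in FGOs.

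Histone genes were part of this difference. The 34 histone genes with enough counts had a median log2 difference of -1.19 between GO1 with GO2 and NGOs with FGOs. Lists of other genes matched on GC content and length together had a median of -0.46 (central 95 % of 10000 lists -0.86 to -0.07), and 6 lists were as low, so these properties do not account for the whole difference. All histone genes together took 0.320 % of the counts in NGOs and 0.336 % in FGOs, against 0.0876 % in GO1 and 0.111 % in GO2. Hist1h3h, the most extreme of them, had an RPKM of 297 in NGOs and 4.19 in GO1. Within each protocol the shares were close, although the stages differ, but stage and protocol cannot be told apart across the pairs here either.

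Collagen genes were counted in NGOs and hardly elsewhere. Col1a1 had an RPKM of 2.24 in NGOs, and its value in FGOs, made with the same protocol, was 0.0191, so the protocol does not account for it. A candidate explanation is RNA of other ovarian cells in the NGO library, but the markers listed beforehand do not settle it. Of 7 theca and stroma markers, 3 are collagen genes themselves, and of the 4 others 2 were highest in NGOs, Acta2 clearly (RPKM 0.269) and Pdgfra barely (0.189, against 0.188 in GO2). Together these 4 had a CPM (counts scaled by library total) of 3.62 in NGOs (95 % interval 3.18 to 4.12), 1.89 in GO1, 3.40 in GO2 (3.10 to 3.73) and 2.32 in FGOs. All 5 blood and immune markers were highest in NGOs, but only Hba-a1 (81 counts) and Lyz2 (19) clearly so by their counts. Ptprc rests on 12 counts against 11 in FGOs, and Cd68 had an RPKM of 0.626 against 0.587 in GO2. Hbb-b1 had an RPKM of 0.262 in NGOs and 0 in the other libraries. Its 2 recovered counts are few for that RPKM and may be too small, so they do not decide. Together the 5 had a CPM of 3.22 in NGOs (2.80 to 3.69), 1.22 in GO1, 1.37 in GO2 (1.19 to 1.59) and 0.860 in FGOs. As a set they go with RNA of other cells. In contrast, 6 of 9 granulosa markers were highest in FGOs. Expression of collagen genes in the NGOs themselves cannot be told apart from RNA of other cells with 1 library of this stage.

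The Oog genes and their relatives on chromosome 4, a cluster of PRAME-like genes between bases 143394428 and 144408464, rose from NGOs to FGOs. Of 29 listed genes in the cluster, 17 had at least 20 counts, of which 13 rose at least 4-fold and 1 fell as much. Reads exchanged between these paralogs would leave the sum of their counts unchanged, but the summed counts rose from 38587 in NGOs to 256168 in FGOs, a log2 change of 2.67 (2.57 with scaling by total counts). The change from GO1 to GO2 was 0.38. Exchange of reads with related genes outside the cluster was not tested, so a rise during growth is a hypothesis that may hold for the cluster as a whole and not for any single member.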

How the results depend on the processing

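The alternatives were set before the data were examined, apart from 3 that were added after seeing the values: minimum count and Table 1 library size together for the GO2 median, Table 1 library size for the genes in domains, and genes extended by 5 kbp. Percentiles and imprinted genes were planned in counts scaled by library total (CPM) and are reported in RPKM, the unit of the deposited values, with CPM as the alternative. No paired analysis was possible because each stage has 1 library. Among the changes of single genes that the paper names, that of Dnmt3a from GO1 to GO2 changed sign (log2 -0.03, or 0.05 with total counts). The alternatives were not run for single genes named for other reasons. The median log2 change from GO1 to GO2 over genes with at least 100 counts in both libraries also changed sign with total counts, from -0.02 to 0.05. With Table 1 library sizes, genes in HypoDs outnumbered those in HyperDs between 0.1 and 0.5 (12 to 8) and between 0.5 and 1 (6 to 3), whereas in deposited RPKM genes in HyperDs were more numerous in both classes (12 to 7 and 7 to 2). Of 176 alternative values for changes of single genes that the paper names, 33 moved outside their counting interval. Of the 33, 16 were with total counts, 11 with Table 1 library sizes and 6 with the median of ratios. Each of these settings changes the scaling of every gene alike. Scaling by total counts moved the median log2 change from NGOs to FGOs, over the 10974 genes with at least 100 counts in both, from -0.03 to -0.13, and Table 1 library sizes moved it to -0.14, so a change of that size in 1 gene is not distinct from the scaling. Restricting the genes to those with a name changed nothing, since every gene has one.

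The numbers of genes detected stayed within 1.5 times under a minimum of 1 or 10 counts and after thinning. Without mitochondrial, ribosomal and other structural RNA genes, the share of the 10 genes with the most counts was 13.9 % in NGOs, 10.6 % in GO1, 10.5 % in GO2 and 12.5 % in FGOs, shifts larger than the counting intervals. The GO2 median of 0.166 moved to 1.29 over genes with at least 3 counts, 0.488 with Table 1 library sizes, 0.705 in CPM, 0.143 with GO1 in place of GO2, and 3.80 with the minimum count and Table 1 together.

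Changes of at least 4-fold were found for 2151 genes from NGOs to FGOs (1308 higher, 843 lower) and 277 from GO1 to GO2 (237 higher, 40 lower). The other scalings and thinning kept these within 1.5 times. A minimum of 100 counts gave 1390 and 90 genes, a 2-fold threshold 5255 and 1530, and no filter on low counts 979 from GO1 to GO2. The Spearman correlation across genes was 0.936 between NGOs and FGOs and 0.986 between GO1 and GO2. Over all listed genes it was 0.947 and 0.973, over genes with at least 100 counts in every library 0.899 and 0.983, and the Pearson correlation of log2(CPM + 1) was 0.95 and 0.992. GO1 and GO2 were the closest pair in each case. The number of the 9 unmethylated genes above the median in every library, 1 in RPKM among detected genes, was 8 among all listed genes and 0 in CPM.

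For the domains, genes above 0.5 RPKM in GO2 gave 34.7 % of HyperDs and 12.5 % of HypoDs, and domain parts taken separately gave 48.7 % of HyperDs. An 80 % overlap gave 23.6 % of HypoDs, and genes extended by 5 kbp gave 34.2 %. HyperDs were above HypoDs under each of these. The median expression of genes in HyperDs and in HypoDs was 32.7 and 0.0371 in CPM, another unit, and 13.2 and 0.0295 with Table 1 library sizes. Below 0.5 the share in HyperDs was 17.1 % in CPM, and at 0.5 and above it was 95.2 % for genes of at least 10 kbp.

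Depth limits the genes near the floor of 3 counts: Slc38a4, with 9 counts in FGOs, is the lowest of the imprinted genes, and no change is given for genes at the floor in both libraries of a pair.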

Differences from the paper's values

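Values of the domains below cover the listed part of chromosome 1 and reference genes, and the paper's values cover its whole list and its own transcription units. The alternatives named are those set before the data were examined, unless stated otherwise.

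The median expression in GO2 over all 25587 listed reference genes, 22.9 % of them at 0, was 0.166 RPKM. The paper's value of 2.65 FPKM is for the reference genes expressed in its oocyte transcriptome, so the sets of genes differ as well as the units. None of the alternatives (a minimum of 3 counts, library sizes of Table 1, another library, or no division by gene length) came within 1.5 times of it, the closest being 1.29 with the minimum count. The minimum count and Table 1 library sizes together, a setting chosen after seeing the values, gave 3.80. That value is in an inflated unit, because the recovered counts exceed the reads of Table 1, so it does not resolve the difference.

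The totals behind the deposited values were 110595000 in NGOs, 126797000 in GO1, 241386000 in GO2 and 119629000 in FGOs. The paper's numbers of uniquely mapped reads (Table 1) are 31173658, 42709253, 82037819 and 35107487. No alternative was set for these totals.

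Among HyperDs shorter than 10 kbp, 43.4 % were overlapped by expressed reference genes, against the paper's 71.9 % for transcription units. None of the alternatives closed the gap (27.6 to 43.4 %). Genes extended by 5 kbp, added after seeing the values, gave 56.6 %, which is within 1.5 times, but raised HypoDs shorter than 10 kbp from 44.1 to 60.4 % as well, so this extension is not specific to HyperDs. The authors' assembly, compared after seeing the values, gave 70.6 % of the 17 such HyperDs within its reach.

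Less than 5 % overlap was found for 42.3 % of HyperDs, and the paper's value is 9.8 %. The alternatives gave 42.3 to 61.6 % and none closed the gap. Extended genes gave 38.8 % and the assembly 16.7 %, both after the values were seen, and neither closed it.

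Of the HypoDs overlapped by expressed reference genes, 32.9 % were shorter than 10 kbp and 15.4 % shorter than 5 kbp, against the paper's 51.9 % and 23.3 %. For the first share, genes above 0.5 RPKM in GO2 (54.5 %), domain parts taken separately (55.9 %) and an 80 % overlap (37.1 %) came within 1.5 times, and a minimum of 10 counts (33.6 %) did not. For the second, a minimum of 10 counts (15.8 %), genes above 0.5 RPKM (30.3 %) and an 80 % overlap (17.7 %) did, and parts taken separately (39.2 %) did not. Genes extended by 5 kbp, added after seeing the values, gave 37.2 and 18.3 %, both within 1.5 times. The authors' assembly, compared after seeing the values, overlapped 33 HypoDs within its reach. Of these, 18.2 % were shorter than 10 kbp and 3.03 % shorter than 5 kbp, further from the paper's values.

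The paper describes the genes that stay unmethylated over their whole body as highly expressed at all stages of follicle growth. Of the 9 it names, 1 had an RPKM above 1 in every library, and 1 was above the median of the detected genes in every library. With Table 1 library sizes, which inflate every RPKM, 6 were above 1 in every library. Among all listed genes 8 were above the median. The log2 change from NGOs to FGOs was -3.84 for Zbtb38, -3.64 for Syce1 and -2.54 for Sohlh2. These are changes in the share of a library and do not show less RNA per oocyte. The paper also places the point at which methylated genes outnumber unmethylated ones at an expression of 0.5. On the listed part of chromosome 1, genes in HyperDs (12) outnumbered those in HypoDs (7) between 0.1 and 0.5 as well. With Table 1 library sizes, added after seeing the values, the numbers were 8 and 12 in that class and 3 and 6 between 0.5 and 1. On that inflated scale genes in HyperDs outnumbered those in HypoDs only above 1.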

Other observations

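The tests of mate counting, of the protocol for the 9 unmethylated genes, of the stage that separates the domains, of the fall of expressed genes in HypoDs and of the authors' assembly were chosen only after the result was seen. The test of the 9 genes against matched lists was set before.

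The totals behind the deposited values exceed the uniquely mapped reads of Table 1. Counting both mates of each pair would give a ratio of 2, but the smallest ratio was 2.94, so mate counting alone does not account for it.

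The 9 named unmethylated genes had a median log2 change of -1.16 from NGOs to FGOs. Lists of other genes matched on mean expression had a median of -0.0802 (central 95 % of 10000 lists -0.996 to 1.04), and 88 lists were as low, so a fall common to genes of this expression level does not account for it. From GO1 to GO2 the median was -0.10, and 2699 of 10000 matched lists were as low. NGOs and FGOs were made with the same protocol, so a difference of protocol does not account for the fall between them. Of the 9 genes, 5 also had a lower value in GO2 than in GO1, too few to show a fall with the other protocol. A candidate explanation is that these genes are transcribed mainly before DNAme is established and that part of their RNA persists, but RNA of other ovarian cells in the NGO library was not excluded, and with 1 library per stage these cannot be told apart. The fall is in the share of the library. Oocytes of the 2 stages differ in size, so RNA of these genes per oocyte need not have fallen. The size ranges of NGOs and GO1 in Table 1 also overlap, so the NGO library may hold oocytes that had begun to grow.

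Expressed genes in HypoDs on the listed part of chromosome 1 gave a similar result. The 11 genes with a mean RPKM of at least 0.5 had a median log2 change of -0.56 from NGOs to FGOs, and 7 of them fell. Of 10000 lists of genes in HyperDs matched on RPKM, 0.79 % were as low (median -0.04, central 95 % of lists -0.36 to 0.39). This goes with a share of the library that falls during growth at some genes that escape DNAme. It is a hypothesis from 11 genes found and tested on the same data. It does not cover Npas2, which rose, and RNA of other cells in the NGO library was not excluded.

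Expression separated genes in HyperDs from genes in HypoDs in every library, with an area under the curve of 0.871 in NGOs (95 % bootstrap interval 0.812 to 0.923), 0.891 in GO1, 0.893 in GO2 and 0.879 in FGOs. GO2 separated the genes better than NGOs in 93.5 % of 2000 bootstrap samples, and FGOs better than NGOs in 79.6 %. This does not settle whether expression during growth matters more than expression before it, and the libraries also differ in protocol and depth. The size ranges of NGOs and GO1 in Table 1 overlap, so the NGO library may not stand for expression before growth alone.

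HyperDs and HypoDs were compared with the authors' assembly. Over all 96 HyperDs within its reach, 71.9 % were overlapped by the assembly for at least 50 % of their length and 54.2 % by reference genes. For HypoDs the shares were 30.6 % and 36.1 %. Of the 44 HyperDs that reference genes did not overlap to this extent, the assembly overlapped 21, and of 69 such HypoDs it overlapped 0. Transcripts outside the reference genes are therefore a candidate explanation for these 21 HyperDs, although the assembly and the RPKM values come from the same libraries. For the other HyperDs this explanation is not excluded. The paper states that its stringent assembly may have missed transcripts, and its read contigs were not compared here.

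Several genes outside the comparisons above are given as values only. Dnmt3l rose from an RPKM of 3.25 in NGOs to 28.3 in FGOs (log2 3.17), Dnmt3a went from 5.22 to 6.00 (log2 0.25) and Dnmt3b from 2.97 to 3.85 (log2 0.43). Kdm1b fell from 231 to 98.96 (log2 -1.17). Zp3, whose promoter drives the deletion of the Zac1o promoter, had an RPKM of 1772 in NGOs and 820 in FGOs, and Ppia fell from 81.8 to 22.9 (log2 -1.78). Gnas had an RPKM of 10.2 and Snrpn of 3.62 in GO2. Fam164b was listed at 0 in every library. Among the genes with at least 100 counts in the higher library, the largest rises from NGOs to FGOs were those of 1810041L15Rik (at least 214-fold higher), 4930522H14Rik (at least 164.3-fold), AC165146.1 (at least 84.1-fold), Bai1 (at least 79.9-fold) and Gm12511 (at least 70.3-fold), all of which had 0 counts in NGOs. The largest falls were those of Cnr1 (at least 94.5-fold lower), Itm2a (at least 79.3-fold), Col3a1 (log2 -7.39), Col1a2 (log2 -7.12) and Sohlh1 (log2 -7.01). From GO1 to GO2 the largest rises were those of Gm14641 (log2 3.97), Ntn1 (3.71), 4930548H24Rik (3.70), Gm12264 (3.69) and Rftn1 (3.38), and the falls were those of BC018473 (-3.73), B930036N10Rik (-2.25), mt-Atp8 (-2.12) and Onecut3 (-2.08).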
